# Genome-Wide Organization of GATA1 and TAL1 Determined at High Resolution

**DOI:** 10.1128/MCB.00806-15

**Published:** 2015-12-18

**Authors:** G. Celine Han, Vinesh Vinayachandran, Alain R. Bataille, Bongsoo Park, Ka Yim Chan-Salis, Cheryl A. Keller, Maria Long, Shaun Mahony, Ross C. Hardison, B. Franklin Pugh

## Abstract

Erythroid development and differentiation from multiprogenitor cells into red blood cells requires precise transcriptional regulation. Key erythroid transcription factors, GATA1 and TAL1, cooperate, along with other proteins, to regulate many aspects of this process. How GATA1 and TAL1 are juxtaposed along the DNA and their cognate DNA binding site across the mouse genome remains unclear. We applied high-resolution ChIP-exo (chromatin immunoprecipitation followed by 5′-to-3′ exonuclease treatment and then massively parallel DNA sequencing) to GATA1 and TAL1 to study their positional organization across the mouse genome during GATA1-dependent maturation. Two complementary methods, MultiGPS and peak pairing, were used to determine high-confidence binding locations by ChIP-exo. We identified ∼10,000 GATA1 and ∼15,000 TAL1 locations, which were essentially confirmed by ChIP-seq (chromatin immunoprecipitation followed by massively parallel DNA sequencing). Of these, ∼4,000 locations were bound by both GATA1 and TAL1. About three-quarters of them were tightly linked to a partial E-box located 7 or 8 bp upstream of a WGATAA motif. Both TAL1 and GATA1 generated distinct characteristic ChIP-exo peaks around WGATAA motifs that reflect their positional arrangement within a complex. We show that TAL1 and GATA1 form a precisely organized complex at a compound motif consisting of a TG 7 or 8 bp upstream of a WGATAA motif across thousands of genomic locations.

## INTRODUCTION

Hematopoietic stem cells undergo self-renewal and differentiation into many blood cell lineages: erythroid cells (red blood cells), lymphocytes, and myelocytes (including megakaryocytes) (1). Differentiation into red blood cells, referred to as erythropoiesis, requires several transcription factors, such as GATA1, TAL1 (also referred to as SCL), LMO2, LDB1, FOG1, and KLF1 (2–4). GATA factors are essential for hematopoiesis, as shown by the anemic phenotypes of mouse knockout mutations and the leukemias and lymphomas associated with mutations of the human genes (5). GATA1 is a master regulator of differentiation, proliferation, and apoptosis of red blood cells and megakaryocytic cells (6). Mutations in or misregulation of GATA1 leads to transient myeloproliferative disorder and acute megakaryoblastic leukemia in infants with Down syndrome (6). TAL1, a basic helix-loop-helix hematopoietic transcription factor, is required for multiple functions in hematopoiesis, including terminal differentiation of red blood cells (7). TAL1 makes an obligatory heterodimer with E2A basic helix-loop-helix proteins, such as E47, and along with other proteins listed above, nucleates a complex that includes GATA1 bound to its cognate site. An important missing component in our understanding of how GATA1, TAL1, and their cognate DNA recognition motif function is their precise local organization across the genome.

Several ChIP-seq (chromatin immunoprecipitation followed by massively parallel DNA sequencing) studies have been performed on GATA1 (8–11) and TAL1 (7, 11, 12) in erythroid cell lines and primary cells as a major step toward understanding the genome-wide binding properties of GATA1 and TAL1 and, ultimately, the biology of GATA1 and TAL1 regulation. ChIP-seq robustly identifies the genomic locations of these proteins and therefore the associated biology. However, the limited resolution of the assay places confidence limits on precise binding locations. Indeed, the broad binding regions of ChIP-seq, which span over 100 bp, make it challenging to decipher the relevant motif when numerous motifs may be present within an occupied segment; they also may not allow any differences in binding patterns and distances between GATA1 and TAL1 binding locations at cooccupied locations to be distinguished.

Estimates of the number of binding locations vary considerably among ChIP-seq studies. Three studies identified 4,000 to 6,000 *in vivo* binding sites for GATA1 in mouse MEL erythroleukemia cells expressing a tagged form of GATA1 (10, 11) or human K562 erythroleukemia cells (9). Another study identified >15,000 sites occupied in mouse G1E-ER4 cells, where the GATA1 genes had been knocked out of mouse embryonic stem cells (G1E) and then restored under the artificial control of estradiol (8). Recently, ENCODE has reported ∼12,000 GATA1 and ∼2,000 to 8,000 TAL1 binding locations in the mouse G1E-ER4 cell system after 24 h of GATA1 activation and 24,000 to 60,000 sites bound by GATA1 in MEL cells (13–15). While some differences in the number of bound locations may result from occupancy level thresholding, other factors, such as cell type, antibody quality, peak-calling methods, and data quality, might also contribute to the differences. Nonetheless, the substantial number of high-confidence locations has provided substantial insight into the network of genes involved in erythroid development.

GATA1 recognizes the WGATAA (International Union of Pure and Applied Chemistry [IUPAC] consensus) motif, whereas TAL1 and its heterodimeric partner, E2A, recognize the E-box (CANNTG) in solution (16, 17). Complexes containing both GATA1 and TAL1 tend to have their cognate motifs spaced 9 bp apart (18, 19). However, the determinants of binding may be more complex than those captured by their individual consensus motifs. First, the highly conserved WGATAA consensus sites are insufficient to accurately predict *in vivo* GATA1 binding (20, 21). Second, TAL1/E2A complexes have been suggested to bind to DNA with GATA1 without the need for an E-box (22), although another study found CTG upstream of WGATAA (CTG[N_7–8_]WGATA), in peaks cooccupied by GATA1 and TAL1 (11). Third, the *in vivo* developmental functions of TAL1 do not require its DNA binding region (23). Fourth, DNA site selection studies show that, in complex with other proteins, including GATA1, the TAL1/E2A complex prefers to bind GATA1/E-box composite motifs, rather than an E-box alone (18). Moreover, the GATA binding site motif is a stronger determinant of TAL1 occupancy than is the E-box (7, 18, 19, 24). How these erythroid transcription factors are positionally organized around their cognate motif remains unclear and is the focus of this study.

GATA1 activates or represses transcription, depending on the context with other transcription factors. GATA1-TAL1/E2A complexes induce gene expression, while GATA1 without TAL1 represses it (8, 11, 12, 25). However, GATA1 and KLF1 cooccupancy leads to gene activation and may be TAL1 independent. This was indicated by the low overlap between GATA1/KLF1 and GATA1/TAL1 regions ascertained in that study (26). How the interplay and cooccupancy of various proteins in GATA1 multiprotein complexes activate or repress transcription, and therefore regulate the erythroid differentiation program, is not well understood (19). As one step toward this goal, we focused on defining more precisely the structural interactions between GATA1, TAL1, and its DNA binding site on a genomic scale using the ChIP-exo (chromatin immunoprecipitation followed by 5′-to-3′ exonuclease treatment and then massively parallel DNA sequencing) assay (27). Since ChIP-exo is a high-precision derivative of ChIP-seq, we expect substantial overlap between locations identified by both methods. As such, the resulting gene-regulatory networks are expected to be the same. Therefore, this study is focused on the structural aspects and parameters of binding discernible by ChIP-exo but not by ChIP-seq rather than on gene-regulatory pathways.

## MATERIALS AND METHODS

### Cell culture.

Cells were cultured as described previously (28). G1E and G1E-ER4 cells were grown in Iscove's modified Dulbecco's medium (IMDM) with 15% fetal calf serum, 2 U/ml erythropoietin, and 50 ng/ml kit ligand. To activate the conditional GATA1-ER, cells were cultured in the presence of 10^−7^ mol/liter beta-estradiol for 24 h (29), and G1E-ER4 cells from 0 h, 3 h, and 24 h were obtained during this activation process. Then, sonicated chromatin materials of G1E and G1E-ER4 0-h, 3-h, and 24-h cells were prepared by standard methods.

### ChIP-exo.

With prepared sonicated chromatin, ChIP was performed on GATA1 (antibody sc265 L1609) and TAL1 (sc12984). Standard ChIP methods were used, followed by lambda exonuclease treatment and library construction, as described previously (30). Sequencing was performed using an AB 5500xl genetic analyzer, Illumina HiSeq2000, and Illumina NextSeq. For single-end reads from HiSeq, base calls were performed using CASAVA version 1.7 (Illumina), and for paired-end reads from NextSeq, base calls were performed using Bcl2fq version 2.15 (Illumina). ChIP-exo reads were aligned to the mm9 genome assembly using Bowtie 1.00 for SOLiD and BWA (version 0.6.2 for HiSeq single-end reads and version 0.7.9a for NextSeq paired-end reads) with default options. Non-uniquely mapped reads were filtered out in order to remove the reads with low mapping quality. The sequencing statistics are reported in Table S1 in the supplemental material.

### Determination of binding locations using intersection of peak pairing and MultiGPS (see Fig. 2).

Prior to peak pairing, tags from biological replicates were merged after demonstrating their reproducibility. During peak pairing, sequence read distributions were used to identify peaks using the strand-separate peak-calling algorithm in GeneTrack (parameters: sigma = 5, exclusion zone = 10) (31). After peaks within the blacklist regions were removed (32, 33), the peaks were paired if the plus-strand peak was within 5 bp upstream or 25 bp downstream of the minus-strand peak. Peak pairs that were enriched >2-fold over an input control with a *q* value of <0.05 were selected (*q* values are adjusted *P* values from binomial tests for multiple-hypothesis testing). To collect binding locations that are present at one or more time points (“union” of binding locations), binding locations within 40 bp were determined to be bound at multiple time points, while those more than 40 bp apart were determined to be time-point-specific binding.

MultiGPS is designed to detect binding locations across multiple conditions while characterizing differential binding between conditions (34). MultiGPS detected binding locations across multiple conditions with reads enriched >2-fold over the input control and *q* values of <0.05. The MultiGPS commands were as follows: o -geninfo mm9.info -threads 4 -*q* 0.05 -*d* reb1_chipexo.distrib.txt -exclude blacklist.bed -design design_gata1 -verbose -probshared 0.99 -poissongausspb -medianscale -prlogconf -5 -memepath usr/bin -mememinw 6 -mememaxw 16 -seq mm9. “-*q*” is for the minimum *Q* value (corrected *P* value) of reported binding events, and “-*d*” is for the binding event read distribution file for initializing models; the true distribution of reads around binding events is estimated during MultiGPS training (52). GATA1 and TAL1 binding locations are reported in Table S2 in the supplemental material.

### Homotypic clustering of transcription factor binding analysis (see Fig. 3).

Occurrences of the distance between adjacent binding location midpoints were calculated. Binding location midpoints that were closer than 500 bp from the adjacent binding locations were clustered as one binding unit, a homotypic cluster of transcription factor binding, while the median genomic coordinate was taken as the binding location. When a binding location was more than 500 bp from a nearby binding location, it was considered a noncluster. The closest transcription start site (TSS) of the mm9 RefSeq gene was assigned to the binding location as the target gene. Gene expression fold changes were obtained from transcriptome sequencing (RNA-seq) of G1E and G1E-ER4 cells across time points (14, 15).

### Binding around WGATAA motifs (see Fig. 4 and 5).

MEME (multiple EM for motif elicitation) analysis, which finds ungapped motifs in unaligned DNA, RNA, or protein sequences, was performed on 80-bp sequences surrounding the top 500 highly occupied binding locations of GATA1 and TAL1. Occurrences of top motifs were scanned across the binding locations using FIMO (find individual motif occurrences) (*P* < 10^−3^) to classify the binding locations by the presence of cognate motifs. FIMO analysis searches a sequence database for occurrences of known motifs. This program treats each motif independently and reports all putative motif occurrences below a specified *P* value threshold. The binding locations were centered on the most significant motifs if a motif was present within a 40-bp distance. When a motif was present multiple times, the most significant motif (with a more significant *P* value) was chosen. Figures displaying strand-specific sequencing tags of merged time points represent the merged raw data (G1E-ER4 cells at 0 h, 3 h, and 24 h for GATA1, and G1E and G1E-ER4 cells at 0 h, 3 h, and 24 h for TAL1) without normalization.

When sorting the binding locations by occupancy around the WGATAA motif, GATA1 occupancy was measured as tags within 25 bp upstream to 25 bp downstream, while TAL1 occupancy was calculated as tags within 40 bp upstream to 30 bp downstream.

When 7,927 GATA1 binding sites with a WGATAA motif were sorted by TAL1 occupancy, approximately one-third (2,997 locations) showed cooccupancy of GATA1 and TAL1, while the remainder (4,930 locations) showed only GATA1 occupancy. Then, the frequencies of dinucleotide TG distances from WGATAA were calculated for both GATA1- and TAL1-cooccupied sites and GATA1-only-bound sites. Among the top 2,997 GATA1- and TAL1-cooccupied WGATAA sites, TG was present at 1,650 sites between 7 and 9 bp distant from WGATAA. To examine the sequence composition of a full E-box (NNNNTG), the 4 upstream sequences of 1,650 TG sites were examined.

### TAL1-only binding locations around the E-box (see Fig. 4A).

Cooccupancy of GATA1 and TAL1 binding locations were determined if the binding location midpoints were within 40 bp. When TAL1-only binding locations with a WGATAA motif (FIMO *P* value < 10^−3^) were removed, the remaining sequences were mostly enriched with the E-box CAGMTG motif. 

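Of the TAL1 locations that had no GATA1 location under 40 bp away, 5419 also had no WGATAA site within 40 bp, and the E-box CAGMTG, a binding site of basic helix-loop-helix proteins such as TAL1 with its E2A partner, was counted around these. It lay within 40 bp of 1075 of them, or 19.8% (95% exact binomial interval, 18.8 to 20.9%). In windows moved by 1 kb from the same locations it was present in 10.7% (odds ratio 2.07, p = 2.07e-40 by Fisher's exact test, two-sided). The interval and the test treat locations as independent, although neighboring ones can share an E-box. Of those with neither a GATA1 location under 40 bp away nor a WGATAA site within 20 bp, 7912 in number, 13.5% had the E-box within 20 bp, against 5.55% of their moved windows. WGATAA sites were found with a weight matrix learned from the GATA1 locations.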

Then, these binding locations were further classified by the presence or absence of an E-box motif within 40 bp of the binding location midpoint.

### ChIP-exo and ChIP-seq comparison (see Fig. 9).

Overlap between the binding locations of ChIP-exo and ChIP-seq (15) for the same factor in identical cell types was examined. Binding location midpoints lying within a 40-bp distance were defined as overlap. As a measure of consistency, Spearman correlation of log_10_-transformed read counts of ChIP-exo and ChIP-seq within a 400-bp window surrounding binding location midpoints of all ChIP-seq (*n* = 22,729) and ChIP-exo (*n* = 10,168) reads were calculated. A heat map scatter plot was drawn using the LSD package of R. Lastly, the distributions of GATA1 G1E-ER4 3-h cell ChIP-exo reads (total tag count normalized) around ChIP-seq-only-bound locations (*n* = 14,071) were plotted.

### Differential occupancy of GATA1 across time points (see Fig. 10).

EdgeR (Bioconductor [https://bioconductor.org/packages/release/bioc/html/edgeR.html]) was run internally, along with MultiGPS, to call differential binding events between time points. *k*-means clustering was performed on log_2_-fold change of GATA1 occupancy between G1E-ER4 cells at 3 h/0 h, 24 h/3 h, and 24 h/0 h. For analyses of occupancy levels, data were normalized so that the total tag counts were equal across all time points of a given factor and mapped around the binding location midpoints. Binding locations were assigned to the closest annotated RefSeq gene to calculate their gene expression fold change between time points (15) and their distances from the transcription start site.

### Microarray data accession number.

Sequencing data are available at the NCBI Sequence Read Archive under accession number GSE68964.

## RESULTS

In this study, we employed G1E (GATA1^−^) mouse erythroid cells (35, 36). Reintroduction of GATA1 fused to the estrogen binding domain provides a cell system (G1E-ER4) for synchronous and homogeneous erythroid maturation in response to estradiol treatment (28). 

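ChIP-exo is chromatin immunoprecipitation in which lambda exonuclease digests the sheared DNA up to the point where a protein is cross-linked to it, so that the sequenced ends mark the edges of the contact. G1E cells are mouse erythroid progenitors that stop maturing because they lack GATA1, and estradiol releases the GATA1 fusion protein of G1E-ER4 cells to act in the nucleus. GATA1 was mapped in 3 libraries of G1E-ER4 cells at each of 0, 3 and 24 h, and in 1 library of G1E cells. TAL1 was mapped in 4 libraries of G1E cells and in 5, 3 and 3 libraries of G1E-ER4 cells at 0, 3 and 24 h. The estradiol dose is 1e-07 mol/liter in the paper's methods and 10 nM in the sample labels. No value reported from the location lists depends on which of these was used.

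The depths are the paper's, from Table S1, since the location lists hold no read counts. For GATA1, uniquely mapped reads per library were 4360209 to 16554432 at 0 h, 5500092 to 19169197 at 3 h and 4542129 to 21844285 at 24 h, and 820435 in the G1E library. For TAL1 they were 4897307 to 6162922 in G1E cells, 660045 to 14363908 at 0 h, 3283999 to 6116733 at 3 h and 3602146 to 8713782 at 24 h. The 9 GATA1 libraries of G1E-ER4 cells sum to 111513687 reads and the 15 TAL1 libraries to 74289079.

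The authors aligned the reads to mouse genome build mm9, kept uniquely mapped reads, merged replicates and called locations in 2 ways. In peak pairing, peaks of tag ends on opposite strands are joined into a pair whose midpoint marks a cross-link. MultiGPS instead learns the shape of the tag distribution at bound sites and places binding events jointly over all time points. For each factor there is a list of peak pairs, a list of MultiGPS locations and a final list of MultiGPS locations that lie near a peak pair. Each entry is a single base position in mm9 with no tag count, score or replicate, and each list pools the time points. By the paper's text G1E cells are included for TAL1 only, whereas the sample labels also link the GATA1 library of G1E cells to the GATA1 lists, and the lists do not show which holds. Intervals given for shares of locations or pairs therefore cover at most counting error and not the spread between cultures. The intervals and Fisher's exact tests treat locations as independent. Neighboring locations can share a motif site, and 2 neighbors count for each other, so intervals can be too narrow and p-values too small. WGATAA sites were called within 40 bp of a location with an 8-bp weight matrix at a match threshold of 0.001, learned from 500 GATA1 locations drawn at random.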

Here, we examined these cells before and after 3 and 24 h of estradiol treatment.

### GATA1 and TAL1 locations determined by ChIP-exo.

TAL1 is abundantly expressed in G1E cells, and its production declines very little after activation of the G1E-ER4 cell line (data not shown). Compared to ChIP-seq, the use of exonucleases in ChIP-exo substantially reduces background, which often represents a substantial proportion of the ChIP-seq signal (27). Therefore, in addition to its higher precision, a practical advantage of ChIP-exo is that fewer total tags are required to achieve a similar depth of identification of locations (reported in Table S1 in the supplemental material) (27). In ChIP-exo, the 5′ ends of the sequencing tags correspond to a point about 6 bp upstream (5′) of a protein-DNA cross-link where movement of the lambda single-stranded exonuclease is blocked. For a single protein-DNA cross-link, a block occurs on both strands, resulting in two peaks of 5′ ends located on opposite strands and separated by about 12 bp in the 3′ direction. Pairing of these peaks provides a potential resolution of a few base pairs (27). In ChIP-seq, the 5′ ends of sequenced tags correspond to random breakpoints in sonicated solubilized chromatin and have less resolution than in ChIP-exo. Unlike ChIP-exo, ChIP-seq cannot resolve individual points of cross-linking within an individual binding location. Resolution is essential where proteins bind in closely clustered locations. For example, at many genomic locations, ChIP-seq detects GATA1 as a broad peak, whereas ChIP-exo reports many individual peaks, some of which correspond to separate WGATAA motifs (Fig. 1). 

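In mm9, the region of Fig. 1 lies in an intron of Tmem131 (ENSMUSG00000026116.5), a gene for a transmembrane protein that runs from 36849036 to 36996372 on the minus strand of chromosome 1. Between 36976370 and 36977750 there were 4 GATA1 binding locations, at 36976699, 36976874, 36977009 and 36977335. Peak pairing placed 26 GATA1 pairs in the same stretch, 6 of them over 100 bp from any MultiGPS location. The weight matrix found 13 WGATAA sites there, and the 4 locations lay 17, 6, 28 and 2 bp from the closest one. TAL1 had 17 binding locations between 36976392 and 36977529, and all 4 GATA1 locations had a TAL1 location under 40 bp away. The number of sites depends on the motif definition, with 6 for the exact WGATAA string and 2 at a matrix p of 0.0001. ChIP-seq tags were not analysed here.

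**Figure D1:**
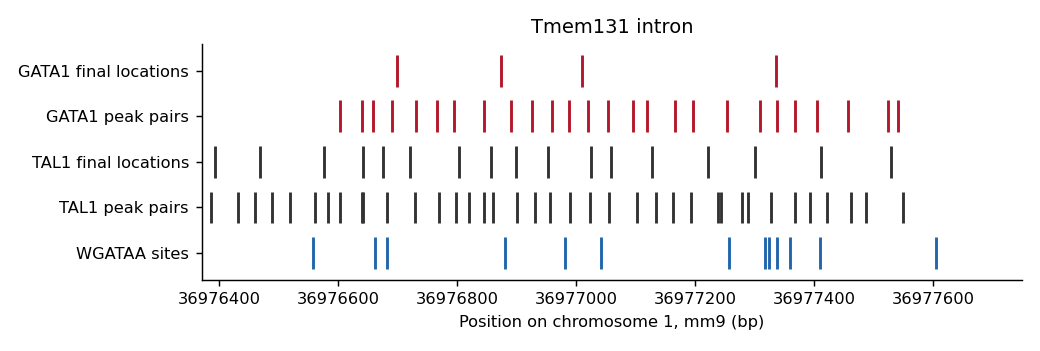
Map of the Tmem131 intron of Fig. 1, with the mm9 position on chromosome 1 in bp along the horizontal axis and one track each for the final locations and the peak pairs of GATA1 and TAL1 and for WGATAA sites. The 26 GATA1 peak pairs spread over most of the stretch, while the 4 GATA1 binding locations fall among them.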

Even when the signal track for ChIP-seq suggests multiple binding sites, peak-calling algorithms may combine them into a single peak.

**FIG 1:**
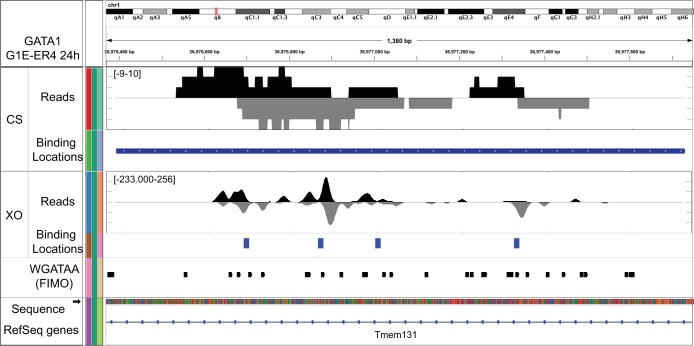
Determination of binding locations using intersection of MultiGPS and union of peak pairs. Shown is a browser shot of ChIP-exo tag 5′ ends for GATA1 measured by ChIP-seq (CS) and ChIP-exo (XO) on chromosome 1 from coordinates 36,976,370 to 36,977,750. Tag locations were smoothed (20-bp moving average). The tag density on the lower (negative) strand is shown as an inverted plot.The locations of WGATAA (*P* < 10^−3^) and RefSeq genes are shown below through the Integrative Genomics Viewer (IGV) browser.

As is common with ChIP assays, the signal intensities at many locations may be relatively low, resulting in substantial numbers of false positives. False positives may be reduced by placing tighter positional constraints on relative ChIP-exo peak locations, but this potentially produces more false negatives. To identify potential alternative modes of binding, we allowed some positional flexibility. To balance these opposing stringencies, we implemented and compared two complementary approaches to identify binding locations: peak pairing and MultiGPS (34) (Fig. 2A). Peak pairing and MultiGPS are commonly used for ChIP-exo and ChIP-seq analysis, respectively, but have not previously been compared.

**FIG 2:**
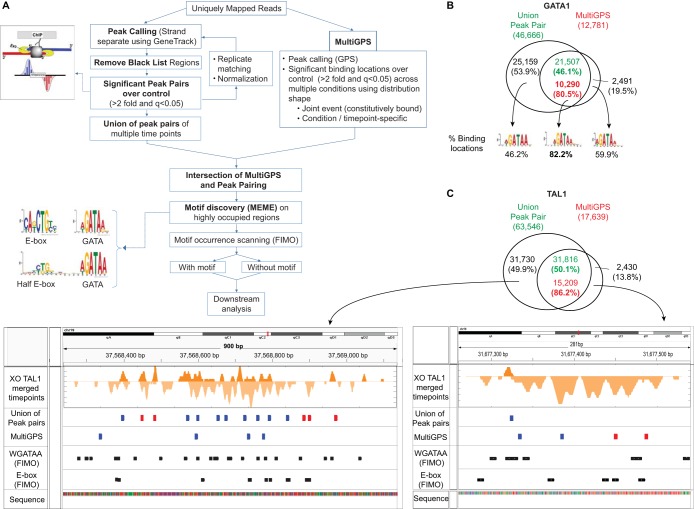
Peak-pairing and MultiGPS comparison of ChIP-exo location calling. (A) Workflow of ChIP-exo data analysis. Binding locations with high confidence were determined by obtaining the intersection of the union of significant peak pairs from multiple time points (left) and binding events determined by MultiGPS (right). Motif discovery analysis using MEME showed enrichment of WGATAA, E-box, and composite half E-box/WGATAA motifs on these stringent binding locations and validated both methods. To classify binding locations by the presence of motifs, FIMO and downstream analyses were conducted. (B) Venn diagrams showing overlap of GATA1 binding locations determined by the union of peak pairs and MultiGPS. MultiGPS binding locations positioned within a 100-bp window from the union of peak pairs were determined as final binding locations and percentages (*n* = 10,290). The most enriched MEME motifs and their occurrence frequencies from intersection and outersects of the two methods are shown below. (C) Binding locations detected by only one method, either peak pairing or MultiGPS. Binding locations called by the union of peak pairing and MultiGPS are shown in the Venn diagram. A browser shot of the 5′ end of TAL1 ChIP-exo tags surrounding the binding locations detected only by peak pairing is shown in the left browser diagram and that for MultiGPS in the right browser diagram. Binding locations at the intersection (blue) or outersection (red) of two methods are highlighted. WGATAA and E-box motifs are shown in black.

MultiGPS uses integrated machine learning to call binding events that are consistent with the learned binding pattern across multiple time points and biological replicates. MultiGPS allows the determination of binding events that are shared across conditions or are condition specific, using the binding pattern profile. Both methods required ChIP-exo signals to be at least 2-fold enriched over the input control, and a *q* value of <0.05 (*q* values are multiple-hypothesis-testing adjusted *P* values from binomial tests).

In an effort to examine comprehensive binding locations across all time points, we considered all statistically significant peak pairs arising from 0, 3, and 24 h of GATA1 activation. Peak pairing yielded ∼47,000 initial GATA1 candidate cross-linking points (which are not necessarily distinct binding locations) in mouse G1E-ER4 cells, whereas MultiGPS yielded ∼13,000 initial locations. 

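For GATA1 there were 46666 peak pairs and 12781 MultiGPS locations. A WGATAA site lay within 40 bp of 64.4% of all GATA1 peak pairs, against 16.9% of windows moved by 1 kb from them. The median distance from a GATA1 peak pair to the closest other pair on either side was 249 bp, and 44.0% of pairs had another pair under 100 bp away. For TAL1, 63546 peak pairs were spaced more tightly, with a median of 82 bp to the closest other pair and 53.1% with another under 100 bp away. Of the TAL1 pairs, 39.6% had a WGATAA site. The pair lists do not give the time point at which a pair was called.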

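At the GATA1 binding locations, 59.9% had 2 or more GATA1 peak pairs within 100 bp, with a mean of 2.13 pairs per location. At the TAL1 locations this was 78.6%, with a mean of 3.24. Over all GATA1 peak pairs, 5.72% had another pair closer than 20 bp (95% exact binomial interval, 5.51 to 5.93%), and over all TAL1 pairs 7.16% (6.96 to 7.36%). Under 40 bp the shares were 26.0% and 30.3%. Between neighboring pairs at one location the median gap was 36 bp for either factor, and 10.8% of the GATA1 gaps and 12.0% of the TAL1 gaps were under 20 bp. No test was made of these shares. The lists pool the time points, and pairs called close together at separate time points may have been joined.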

Often, distinct peak pairs were very close together (<20 bp), and MultiGPS modeled them as a single location. Consequently, ∼10,000 (80%) MultiGPS locations contained ∼20,000 peak pairs (Fig. 2B; see Table S2 in the supplemental material). This intersect was highly enriched with the WGATAA motif (motif *P* value threshold = 10^−3^), thereby providing a general validation of the binding locations. 

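With midpoints at most 100 bp apart, 10290 GATA1 MultiGPS locations, or 80.5%, had a GATA1 peak pair, and these were the locations of the final list. They took in 21507 peak pairs, or 46.1% of all GATA1 pairs. The remaining 2491 MultiGPS locations had no pair nearby, and 25159 pairs lay at no MultiGPS location. When the pairs were shifted by 1 to 10 kb, a mean of 344 MultiGPS locations met a pair by chance and never more than 408, so the observed number was 29.9-fold above the local background (p = 0.001, one-sided permutation test, the smallest that 1000 shifts can give). Both callers worked on the same reads, so this overlap does not test whether the calls mark real binding.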

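Of the 10290 GATA1 binding locations, 8640 had a WGATAA site within 40 bp, or 84.0% (95% exact binomial interval, 83.2 to 84.7%). In windows moved by 1 kb from the same locations the share was 16.3%, so the motif was 5.16-fold more frequent at the locations. Of the 21507 GATA1 peak pairs at these locations, 77.8% had a site themselves. The share depended on how a site was defined, and was 68.0% for the exact string, 32.3% at a matrix p of 0.0001 and 64.7% within 20 bp. In each case it stayed above that of the moved windows.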

Approximately 80% (7,927/10,290) contained the WGATAA motif. Thus, we detected and further analyzed ∼8,000 GATA1-bound WGATAA binding sites in differentiating mouse G1E-ER4 cells. These locations were detected by peak pairing and MultiGPS and contained a WGATAA motif and therefore represent a high-confidence set of locations. The remaining ∼2,000 sites, which were detected by both methods but lacked a WGATAA motif, may include some combination of noncognate DNA interactions, interactions with degenerate WGATAA motifs that fell below our bioinformatics detection threshold, and false positives.

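The GATA1 binding locations without a WGATAA site numbered 1650, or 16.0%. Those with a TAL1 location under 40 bp away lacked the site in 13.6%, and those without one in 17.4%. Inside homotypic clusters 22.0% lacked it, against 15.1% outside. With the exact WGATAA string in place of the weight matrix, the number without a site was 3292. Peak heights were not analysed here, so weakly and strongly bound locations without the motif could not be compared.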

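GATA1 locations called by MultiGPS alone had a WGATAA site in 66.8% (95% exact binomial interval, 64.9 to 68.6%), against 17.6% of windows moved by 1 kb. GATA1 peak pairs at no MultiGPS location had one in 53.0% (52.4 to 53.6%), with the same 17.6% in their moved windows. The odds of a site were 2.60-fold higher in the intersect than in locations of MultiGPS alone (p = 3.05e-76, Fisher's exact test, two-sided). Against peak pairs alone the odds were 4.64-fold higher.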

When comparing the binding locations that were separately detected by MultiGPS and by peak pairing, the outersects, consisting of calls made by only one method, were less enriched with WGATAA motifs (60% and 46% versus 82%). Thus, while highly enriched with true positives, those called by only one method either have a higher false-positive rate or involve noncanonical cross-linking patterns that are not picked up by peak pairing. Representative examples of how calls at WGATAA sites can be made by only one method and not the other are shown in Fig. 2C (for TAL1). 

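The left example of Fig. 2C lies outside genes on chromosome 19, 56218 bp from the closest transcription start site, that of Exoc6, which encodes a subunit of the exocyst complex. TAL1 had 4 binding locations there, at 37568337, 37568595, 37568736 and 37568776. Among its 14 peak pairs, 5 were over 100 bp from any MultiGPS location, at 37568449, 37568483, 37568885, 37568900 and 37568971. The stretch held 8 WGATAA sites, 3 of them exact matches, and the pair at 37568885 lay 8 bp from one. The right example lies in an intron of Prkg1, which encodes a cyclic GMP-dependent protein kinase, 61371 bp from its start site. MultiGPS called 4 TAL1 locations there and peak pairing called 1 pair, at 31677324. The locations at 31677450 and 31677487 were 126 and 163 bp from that pair and were called by MultiGPS alone. No WGATAA site was found in the right example. The bounds of both examples were read from the axes of the figure.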

Whereas peak pairing could detect simple one-coordinate peaks in each pair, MultiGPS discounted them. In contrast, many binding locations that were detected only by MultiGPS were predominantly enriched with tags on only one strand or had sparsely distributed tags, thereby precluding peak pairing. Moreover, low-occupancy peak pairs often occurred at noncognate locations in the “shadows” of robust cognate binding events, which MultiGPS rolled into a single location. Also, tags may be piled up on both strands and are detected by peak pairing but not by MultiGPS, since they do not fit the distribution shape that MultiGPS deems to be a consensus. This analysis highlights the advantages and limits of both methods. 

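Of the GATA1 peak pairs at the final GATA1 locations, 35.4% lay at most 20 bp from the closest WGATAA site called at a GATA1 location and 19.8% lay 21 to 40 bp away. Another 13.7% were 41 to 60 bp away, 13.8% were 61 to 100 bp away and 17.3% were farther still. Of the TAL1 peak pairs at the final TAL1 locations, 22.6% lay at most 20 bp from a site and 31.6% over 100 bp away. Pairs at locations without a site were counted too. Such locations made up 39.7% of the final TAL1 list and 16.0% of the final GATA1 list. The difference between the factors therefore does not show how closely pairs lie around the sites that are present. The lists hold no tag counts, so the height of the pairs far from a site could not be set against that of the pairs beside it.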

Conservative estimates of locations might then use only the intersection resulting from the two methods but might have substantial numbers of false negatives, whereas more comprehensive estimates might include the union of the two methods but might have substantially more false positives.

When TAL1 was examined, the intersection of the two location-calling methods resulted in ∼15,000 candidate locations detected in one or more GATA1 activation time points (see Table S2 in the supplemental material). Therefore, MultiGPS peaks that overlapped with peak pairing were taken as higher-confidence binding locations, resulting in 10,290 GATA1 binding locations and 15,209 TAL1 binding locations. These are about 75% and 200%, respectively, of those reported previously by ChIP-seq.

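TAL1 had 17639 MultiGPS locations, and 15209 of them, or 86.2%, had a TAL1 peak pair within 100 bp. They took in 31816 pairs, or 50.1% of all TAL1 pairs, and left 2430 locations to MultiGPS alone and 31730 pairs to peak pairing alone. Locally shifted pairs met 627 TAL1 locations on average, so the overlap was 24.3-fold above chance (p = 0.001, one-sided permutation test, the smallest the shifts can give). The callers shared their reads here as well, so the overlap is no test of whether the calls mark real binding. A WGATAA site lay within 40 bp of 60.3% of the TAL1 binding locations (95% exact binomial interval, 59.5 to 61.1%), against 16.5% of windows moved by 1 kb.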

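Of the GATA1 binding locations, 56.1% lay in introns, 4.03% in exons and 39.9% outside protein-coding genes, and 10.4% were within 1 kb of a transcription start site. Of the TAL1 locations, 53.5% lay in introns, 3.94% in exons and 42.5% outside genes, and 7.46% within 1 kb of a start site. The gene closest to the most GATA1 locations was Klf13, a Krüppel-like transcription factor gene, with 26, followed by Ikzf2 with 21, Rere with 19, and Phlda1, Runx1 and Sgms1 with 18 each. For TAL1 it was Cbfa2t3, which encodes the corepressor ETO2 of the GATA1-TAL1 complex, with 46, followed by Runx1 with 38, Nova1 with 36, Prkar2b with 34 and Daf2, Ikzf2 and Sgms1 with 29 each. GATA1 locations were closest to 4801 genes and TAL1 locations to 4462. Each location counts for its closest start site however far away, and no test was made of the ranking.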

One advantage of ChIP-exo is its ability to detect two closely bound factors that would be called as the same binding location with ChIP-seq data. We therefore examined whether GATA1 ChIP-exo locations occurred in clusters. Among 10,290 GATA1 binding locations, 14% (1,414 GATA1 binding locations) were less than 500 bp from each other, forming 663 GATA1 clusters (Fig. 3A) with approximately two GATA1 locations per homotypic cluster. 

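The GATA1 locations under 500 bp from another numbered 1409, or 13.7% (95% exact binomial interval, 13.0 to 14.4%), in 661 clusters with a mean of 2.13 locations and a median span of 258 bp. Clusters of 2 made up 89.1%. The largest had 8 locations over 2466 bp on chromosome 4 from 129880731 to 129883197, outside genes, 17681 bp from the start site of Gm853. None of its locations had TAL1, and the stretch is a tandem repeat in which 50.7% of positions begin the unit GATG in any of its 4 frames. The next largest held 4 locations each, 10 in all, among them the Tmem131 intron and one at 52511328 to 52511587 on chromosome 1, 36123 bp from the start site of Nab1. In both of these every GATA1 location also had TAL1, which held for 4 of the 10, and over all 10 it was 26 of 40 locations. As many locations placed at random fell into clusters in 0.423% on average (p = 0.001, one-sided permutation test, the smallest that 1000 placements can give). The share depended on the distance, at 7.48% under 250 bp and 21.0% under 1000 bp, and was 40.2% for peak pairs with those within 40 bp merged.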

Surprisingly, a substantial portion (64% [9,796]) of TAL1 binding locations formed 2,905 TAL1 clusters (<500 bp) (Fig. 3A). On average, approximately three TAL1 locations formed a homotypic cluster. 

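TAL1 locations in homotypic clusters numbered 9794, or 64.4% (95% exact binomial interval, 63.6 to 65.2%), in 2906 clusters with a mean of 3.37 locations and a median span of 197 bp. The largest held 19 locations on chromosome 8 from 125243666 to 125244750, in an intron of Gm20388, 21199 bp from the start site of Cbfa2t3. The second held 17 locations in the Tmem131 intron, and the third 15 on chromosome 3 from 87704673 to 87705726, outside genes, 5044 bp from the start site of Hdgf, which encodes a growth factor. GATA1 had 3, 4 and 2 locations inside these clusters. Random placements gave 0.617% of TAL1 locations in clusters (p = 0.001, one-sided permutation test, the smallest they can give), and TAL1 thinned at random to the number of GATA1 locations still had 56.8% (55.7 to 58.1% over 1000 draws). Gaps of 61 to 100 bp numbered 1989 for TAL1 and 25 for GATA1, and gaps over 200 but under 500 bp numbered 423 and 420.

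**Figure D2:**
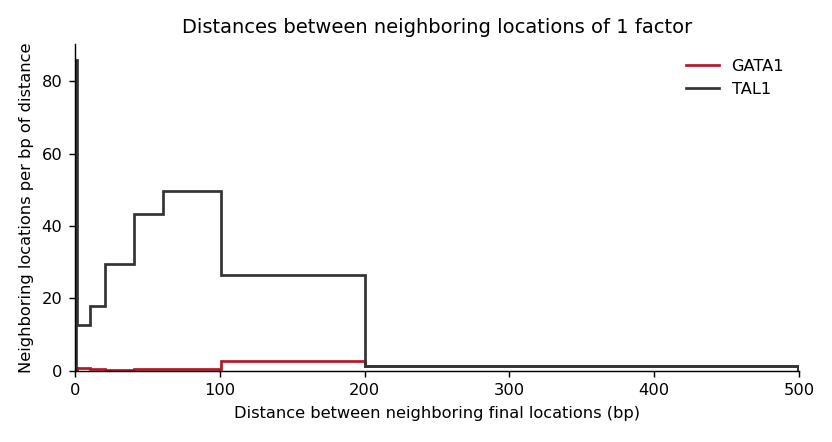
Distance in bp from each binding location to the next location of the same factor (horizontal axis) against the number of gaps per bp (vertical axis), with one line for GATA1 and one for TAL1. Apart from 86 TAL1 gaps of 1 bp, TAL1 gaps are most frequent between 61 and 100 bp, at 49.7 per bp, where GATA1 has 25 gaps in all.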

The nearest genes to a cluster showed greater average gene expression change upon GATA1 activation than nonhomotypic clusters for both GATA1 and TAL1 (Fig. 3B), suggesting that clustering, on average, results in higher levels of gene expression.

**FIG 3:**
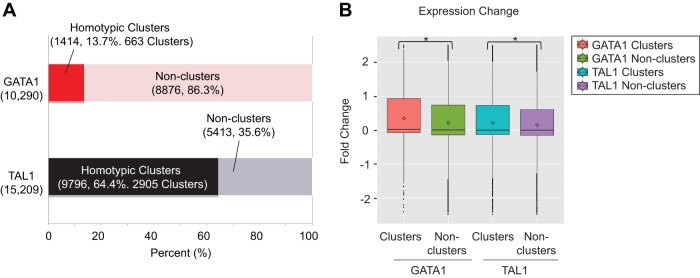
GATA1 and TAL1 locations reside in clusters. (A) Percentages of GATA1 and TAL1 binding locations in homotypic clusters among the total binding locations. A cluster is defined as adjacent binding locations that are <500 bp apart. In the case of GATA1, 13.7% (1,414) of the binding locations form 663 clusters, while 64.4% (9,796) of the TAL1 binding locations form 2,905 clusters. (B) Expression change of the closest gene to a homotypic cluster or noncluster for GATA1 and TAL1. Expression change was calculated as the log_2_-fold change of gene expression between G1E-ER4 cell induction for 24 h relative to that for 0 h. Significant differences (*P* < 0.05) using the Mann-Whitney test are indicated by asterisks. Boxes denote the first and third quartiles. Horizontal lines, circles, and vertical "whiskers" denote median, mean, and the limits of the data, respectively.

### A structural model for the genome-wide cobinding of TAL1 and GATA1.

Though GATA1 and TAL1 have been known to work together, a high-resolution view of their precise positioning within a complex on DNA has not been examined *in vivo*, particularly on a genomic scale. Further, although cooccupancy by GATA1 and TAL1 is known to activate gene expression, the recognition motif for their cooccupancy still remains poorly identified. To this end, we compared the ChIP-exo binding locations of GATA1 and TAL1 (Fig. 4A) to determine the regions of cobinding and to analyze their underlying DNA sequence. Within a defined occupancy threshold, we identified 3,736 GATA1-bound GATA motif locations that also contained 4,245 TAL1 binding locations within 40 bp. 

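At 3697 GATA1 binding locations, or 35.9% (95% exact binomial interval, 35.0 to 36.9%), a TAL1 location lay under 40 bp away. Conversely, 4179 TAL1 locations, or 27.5% (26.8 to 28.2%), had a GATA1 location under 40 bp away. The median distance between the pair of midpoints was 15 bp (quartiles 7 and 25 bp), and 61.3% were under 20 bp apart. Within 10 kb of the gene there were 8 cooccupied GATA1 locations at Zfpm1, which encodes the GATA1 cofactor FOG1, 8 at Tmem131, 7 at Runx1, which encodes a hematopoietic transcription factor, and 7 at Spnb1, the gene for erythroid beta-spectrin. When the TAL1 locations were shifted by 1 to 10 kb, a mean of 47.7 GATA1 locations were cooccupied by chance, so the observed number was 77.5-fold higher (p = 0.001, one-sided permutation test). Of the cooccupied GATA1 locations, 86.4% had a WGATAA site. In GATA1 clusters 40.5% of locations were cooccupied, against 35.2% outside them (odds ratio 1.25, p = 0.000165 by Fisher's exact test and 0.0129 by permutation over clusters, both two-sided). With clusters under 1000 bp the odds ratio was 1.13 and did not pass by permutation (p = 0.0806). TAL1 locations were cooccupied in 27.0% of those in TAL1 clusters and 28.4% of the others (odds ratio 0.929, p = 0.5264, permutation over clusters). At distances under 20 bp the counts were 2268 and 2373, and under 100 bp 4931 and 7291.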

The remaining 6,554 GATA1-bound GATA motif locations contained either no or low (i.e., subthreshold) levels of TAL1. Similarly, the remaining 10,964 TAL1 locations contained either no or subthreshold levels of GATA1. These “TAL1-only” locations were enriched with the same motif (described below) seen for GATA1/TAL1-cobound locations, indicating that a different GATA factor might be bound instead of GATA1. 

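The GATA1 locations with no TAL1 location under 40 bp away numbered 6593, and 82.6% of them had a WGATAA site. Of these, 1431 had a TAL1 peak pair under 40 bp away and 318 a TAL1 location of MultiGPS alone, together 26.5% (95% exact binomial interval, 25.5 to 27.6%). Many of these pairs belong to a final TAL1 location at least 40 bp away. Counting only pairs over 100 bp from every final TAL1 location, 534 had such a pair, and 852, or 12.9% (12.1 to 13.8%), had either kind of call outside the final list, a count added after the others had been seen. At 1754, or 26.6%, a final TAL1 location was at least 40 but under 500 bp away. A TAL1 call of any kind lay under 500 bp from 49.8%. Among erythroid genes, Slc25a37, Fam132b and Cdkn1b had 1 GATA1 location each and no TAL1 location within 10 kb. They encode a mitochondrial iron importer, the iron hormone erythroferrone and a cell cycle inhibitor, and were picked out after their values had been seen. Tag counts of TAL1 were not analysed here, so signal that gave no call is not covered.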

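TAL1 locations with no GATA1 location under 40 bp away numbered 11030. Of these, 3640 had a GATA1 peak pair under 40 bp away and 257 a GATA1 location of MultiGPS alone, together 35.3% (95% exact binomial interval, 34.4 to 36.2%). Many of these pairs belong to a final GATA1 location at least 40 bp away. With only pairs over 100 bp from every final GATA1 location counted, 1567 had such a pair, and 1824, or 16.5% (15.8 to 17.2%), had either kind of call outside the final list, a count added after the others had been seen. A final GATA1 location at least 40 but under 500 bp away was present at 60.8%, and a GATA1 call of any kind under 500 bp at 80.1%. At Rhag, which encodes a glycoprotein of the Rh complex, 9 TAL1 locations and 2 GATA1 locations lay within 10 kb and none was cooccupied. At Epb4.2, the gene for the membrane skeleton protein band 4.2, there were 5 TAL1 locations and no GATA1 location within 10 kb. Both genes were picked out after their values had been seen.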

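Of the TAL1 locations without GATA1, 50.9% (95% exact binomial interval, 49.9 to 51.8%) had a WGATAA site, compared with 85.2% of the cooccupied TAL1 locations. At 5365 WGATAA sites of the former group, a TG dinucleotide lay 7 or 8 bp upstream in 51.2% (49.8 to 52.5%). This was 3.15-fold above the share at other distances upstream, and above the 15.0% at WGATAA sites in windows moved by 1 kb (odds ratio 5.95, p = 5.18e-168, Fisher's exact test, two-sided). At the cooccupied TAL1 locations the corresponding share was 46.4%, or 2.83-fold above the other distances. Occupancy by GATA2 or other GATA factors was not analysed here.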

GATA1 is a member of a set of related GATA binding proteins.

**FIG 4:**
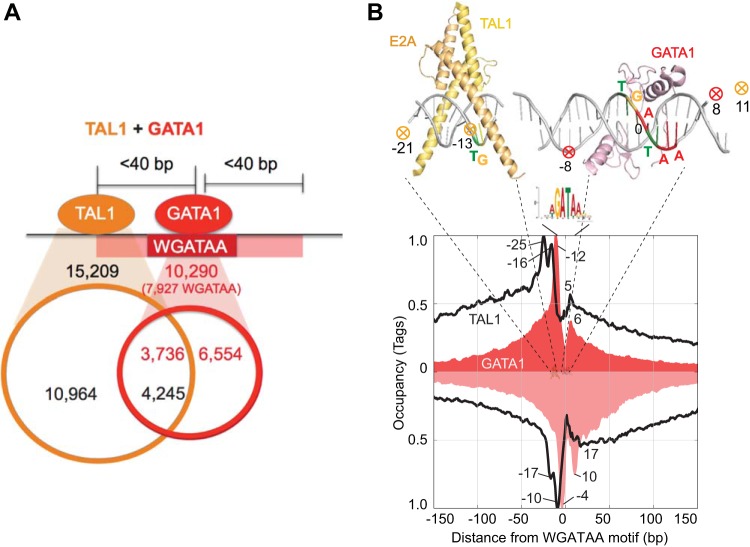
Genome-wide structural organization of GATA1/TAL1 complexes. (A) Venn diagram showing the overlap of TAL1 and/or GATA1 binding locations further classified as TAL1-only, GATA1/TAL1-cooccupied, and GATA1-only binding locations. Cooccupancy was defined as having midpoints <40 bp apart. (B) Composite distribution of TAL1 (black trace) and GATA1 (red-shaded trace) ChIP-exo tag 5′ ends around the WGATAA motif (the underlined A is set to zero) at GATA1 binding locations. Tags that mapped to the reverse strand that contained the WGATAA motif are displayed as inverted traces. The data were plotted as a moving average of 5 bp. Above the plot are X-ray structure images of TAL1 and GATA1 bound to cognate DNA sites (Protein Data Bank [PDB] accession codes 3VEK for GATA1 [J. M. Matthews, unpublished data] and 2YPB for TAL1 [SCL:E47] [17]). The circled X indicates the deduced site of cross-linking of GATA1 (red) and TAL1 (gold).

In an effort to explore the genomic organization of GATA1 and TAL1 around the WGATAA motif, we plotted GATA1 ChIP-exo tag 5′ ends around all 7,927 WGATAA motifs (motif *P* value < 10^−3^) that were enriched in the 10,290 GATA1 binding locations (Fig. 4B, red-shaded plot). Remarkably, GATA1 displayed a double-peak-pair pattern around the WGATAA motif, with a peak pair located at each end of the motif. This is similar to what we have seen with many other proteins, including CTCF (27) and p53 (37), where cross-linking typically occurs at the edges of protein/DNA complexes. 

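GATA1 peak pairs were positioned around 8626 WGATAA sites at GATA1 locations, counted from the underlined A of the motif. At 8328 of them, or 96.5%, a GATA1 pair lay nearby. Pair midpoints were most frequent at -8 bp, on the upstream side, with 359 pairs at that base. A second, broader rise lay downstream, with its smoothed maximum at +15 bp (9 to 18 bp in 1000 bootstraps over locations) and a trough at +5 bp between them. The smoothed maxima held 328 pairs per bp on the left and 144 on the right, against 74.3 and 63.2 per bp in the flanks. Positions are those of pair midpoints, since tag ends were not analysed here.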

For GATA1, a major and a minor peak pair were observed, with the two pairs 16 bp apart. These points of cross-linking align precisely with structural models of the DNA binding domain of GATA1 in complex with DNA (shown in Fig. 4B, top), which indicates these models likely reflect the binding structure of GATA1 bound throughout the genome. Cross-linking to the left side of WGATAA was stronger than on the right side, which likely reflects differential reactivity between an appropriate cross-linkable amino acid and the DNA on the two sides. This level of structural congruity between genomic binding events and crystal structures has thus far been described in metazoans only for FoxA1 (38), the glucocorticoid receptor (39, 40), and the DMRT transcription factor (41) but to our knowledge represents the first genome-wide structural assessment of multiple components within a heteromeric complex.

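Within 30 bp of WGATAA, 5928 GATA1 peak pairs lay to the left and 3857 to the right, so that 60.6% were on the left (95% exact binomial interval, 59.6 to 61.6%). The asymmetry was present with and without TAL1. At cooccupied sites 59.7% of GATA1 pairs were on the left and at GATA1-only sites 61.2%. The share counts pairs and not tags, so a strong and a weak pair weigh the same.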

TAL1 also displayed two major peak pairs, but the pairs were situated to the left of WGATAA sites (Fig. 4B, black trace). Their midpoints were 21 and 13 bp upstream (more 5′) of the WGATAA midpoint. 

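At the same WGATAA sites, 4535, or 52.6%, had a TAL1 peak pair nearby. TAL1 pair midpoints to the left of WGATAA formed a single rise, with the smoothed maximum at -16 bp (-16 to -15 bp in the bootstraps) and the single most frequent base at -14 bp, with 225 pairs. The paper's methods count pairs within 40 bp at separate time points as one location, and how the midpoint of such a location was set is not given in the sources used here, so pairs closer together than this may have been joined. At -21 and -13 bp there were 160 and 171 TAL1 pairs, against 58 at 0. TAL1 binding locations placed by MultiGPS, as opposed to pairs, were most frequent at -21 bp, with 104 at that base, whereas GATA1 locations had their smoothed maximum at -3 bp.

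**Figure D3:**
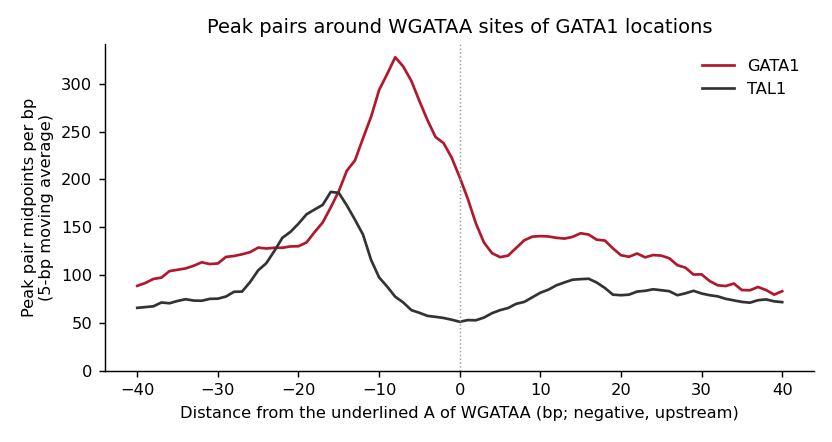
Peak pair midpoints of GATA1 and TAL1 (vertical axis, pairs per bp as a 5-bp mean) by distance in bp from the underlined A of WGATAA (horizontal axis, upstream negative) at sites of GATA1 binding locations. GATA1 has its maximum at -8 bp and TAL1 at -16 bp.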

The two inferred points of cross-linking were about 8 bp apart, which agrees with the modeled structure of TAL1/E47 with an E-box (18). 

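To the right of WGATAA, TAL1 peak pairs rose to a smoothed maximum at +16 bp (12 to 23 bp in the bootstraps), of 96.2 pairs per bp against 65.5 in the right flank. Over 30 bp on either side, 3341 TAL1 pairs lay left and 2356 right, or 58.6% left (95% exact binomial interval, 57.4 to 59.9%). Between the sides TAL1 fell to 51.2 pairs per bp at the motif itself.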

A minor level of TAL1 cross-linking was observed on the right side of the WGATAA motif. This cross-linking did not match the double-peak pattern of GATA1 and thus largely rules out TAL1 cross-linking indirectly to DNA via cross-links to GATA1. Instead, we suspect that TAL1, in complex with GATA1 and other proteins, may also be in close proximity to DNA on the distal side of GATA1 (in addition to its main proximal-side interactions).

The positioning of GATA1 and TAL1 cross-linking points remained consistent relative to WGATAA motifs across most locations (Fig. 5A, sorted by GATA1, and B, sorted by TAL1), including whether GATA1 was associated with TAL1. Hence, the genome-wide average was not a skewed representation of a few sites having high tag counts. 

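GATA1 pairs had their left maximum at -8 bp both at cooccupied and at GATA1-only sites. On the right the smoothed maximum was at +14 bp (9 to 17 bp in the bootstraps) at cooccupied sites and at +15 bp (4 to 18 bp) at GATA1-only sites. TAL1 pairs had their left maximum at -16 bp at cooccupied sites, and at the same base for the 1415 GATA1-only sites that had a TAL1 pair. Only the positions of calls enter here, so the uniformity of tag patterns from site to site was not analysed.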

Low-occupancy locations often did not contain a full complement of GATA1 tags at each of the four consensus peak locations (i.e., two peak pairs). This was evident when sorting by the signal strength of each of the four peaks separately (Fig. 6). Each peak in a peak pair reflected two distinct measurements of the same cross-link and so should have had roughly equivalent tag counts. The variance in tag counts at each of the four peaks within a location may have multiple sources, including statistical sampling, technical variation in library construction, and double cross-links. The last occurs when a single protein-DNA molecule has two cross-links instead of the more common single cross-link. Since GATA1, on average, has two major points of cross-linking, some fraction of bound molecules may have double cross-links. When this occurs, due to the 5′-3′ directionality of lambda exonuclease, the more 3′ cross-link of a double cross-link will not be observed.

**FIG 5:**
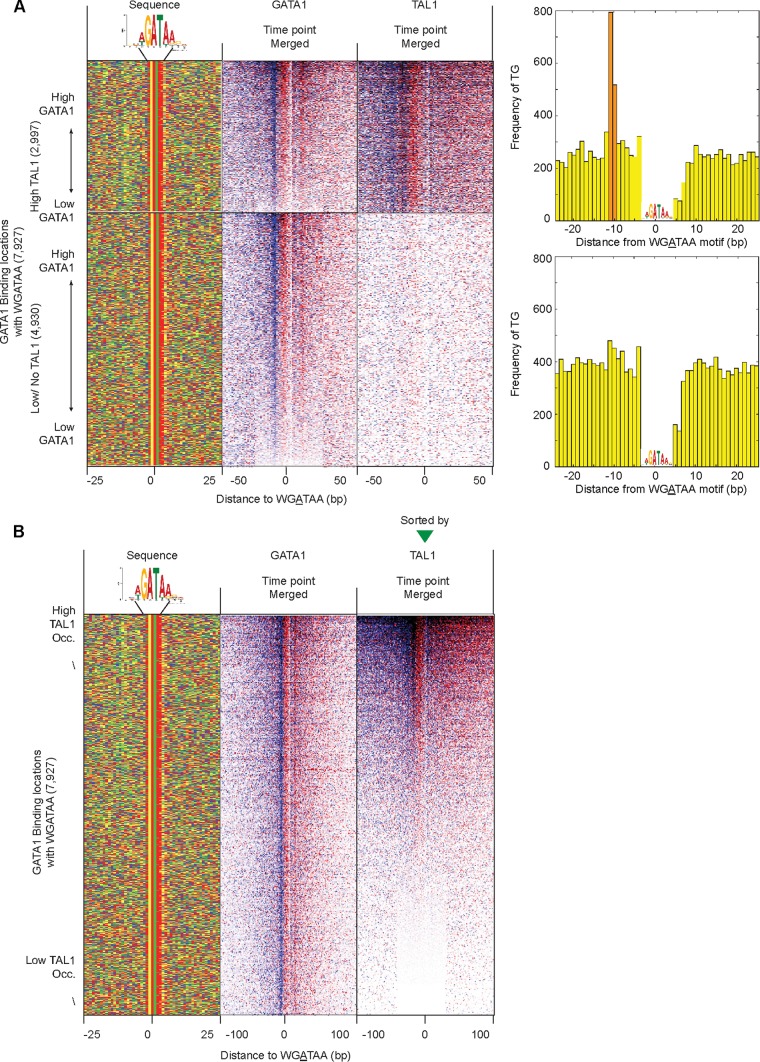
Uniformity of GATA1 and TAL1 cross-linking around WGATAA motifs. (A) Distribution of 5′ ends of GATA1 and TAL1 ChIP-exo sequencing tags around 7,927 WGATAA sites in GATA1 binding locations, comprised of 2,997 GATA1-enriched WGATAA sites (rows) having TAL1 and 4,930 sites lacking TAL1. Both GATA1- and TAL1-cobound WGATAA sites (top) and GATA1-only-bound WGATAA sites (bottom) were sorted by GATA1 occupancy in merged data for all time points. Occupancy was calculated as the sum of total tags around the motif reference point (WGATAA) from 25 bp upstream to 25 bp downstream and 40 bp upstream to 30 bp downstream for GATA1 and TAL1, respectively. (Left) Four-color plot showing the nucleotide compositions of 50-bp surrounding regions of the WGATAA motif: A (red), C (blue), G (gold), and T (green). The bar graphs on the right show the distances of the TG motif from WGATAA sites in GATA1- and TAL1-cobound locations (top) and for GATA1 binding sites with no/low TAL1 occupancy (bottom). (B) TAL1 and GATA1 cross-linking around WGATAA sites sorted by TAL1 occupancy. Shown is the distribution of the 5′ ends of GATA1 and TAL1 ChIP-exo sequencing tags around 7,927 WGATAA sites in GATA1 binding locations. The rows are linked across all the columns and sorted by TAL1 occupancy of merged data for all the time points. TAL1 occupancy was calculated as the sum of tags from 40 bp upstream and 30 bp downstream of the motif reference point (WGATAA). The far-left column shows the nucleotide compositions of regions 25 bp upstream and downstream of the GATA motif reference point.

**FIG 6:**
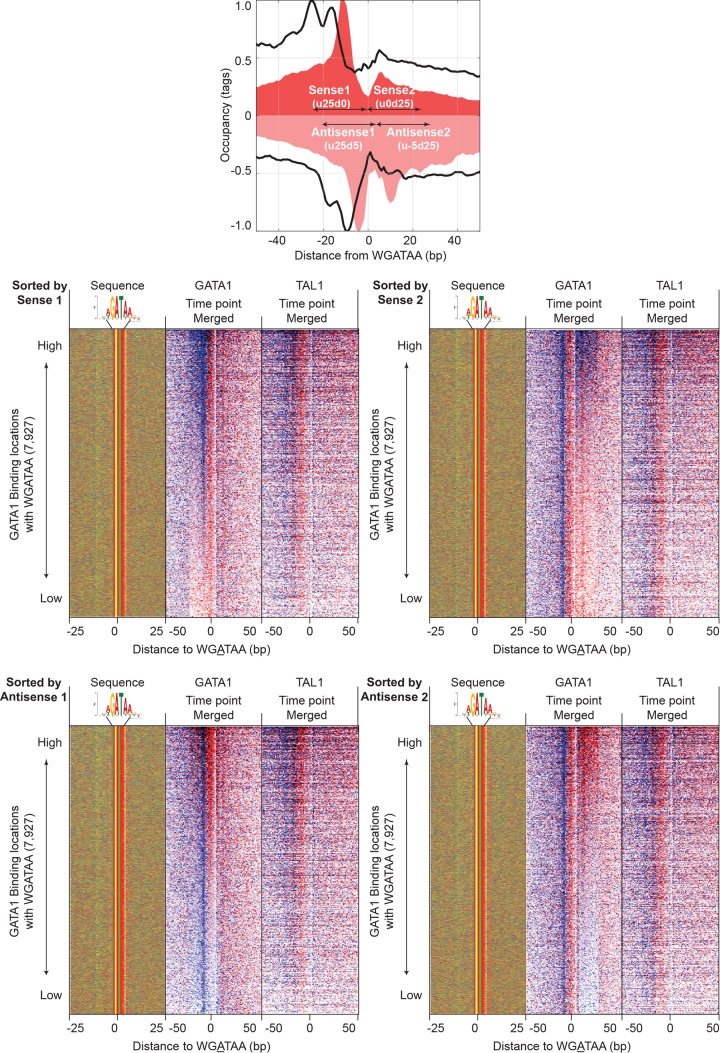
GATA1 and TAL1 tag distribution around WGATAA sites sorted by the occupancy of individual peaks of GATA1 four-peak locations. Tags on the same strand as the motif (blue) and the opposite strand (red) and sequences in the sequence composition plot were sorted by occupancy of sense peak 1 (defined as 0 to 25 bp upstream of the WGATAA reference point) (top left), sense peak 2 (0 to 25 bp downstream) (top right), antisense peak 1 (25 bp upstream and 5 bp downstream) (bottom left), and antisense peak 2 (5 to 25 bp downstream) (bottom right).

We also addressed whether potential nucleotide bias in cross-linking efficiency might account for the observed range of GATA1 occupancy. This issue is often raised as a hypothetical concern in ChIP studies. The nucleotide sequence in the vicinity of the major GATA1 cross-linking point (the −8 position from the WGATAA midpoint) deviated little from the overall local average when comparing high versus low GATA1-occupied sites (Fig. 7). The small amount of deviation toward higher G+C frequency at highly occupied sites was also evident in surrounding regions, indicating that it was not specific to the site of cross-linking. Therefore, we conclude that the detection of different binding site occupancy levels is not substantially influenced by putative base-specific differences in cross-linking efficiency.

**FIG 7:**
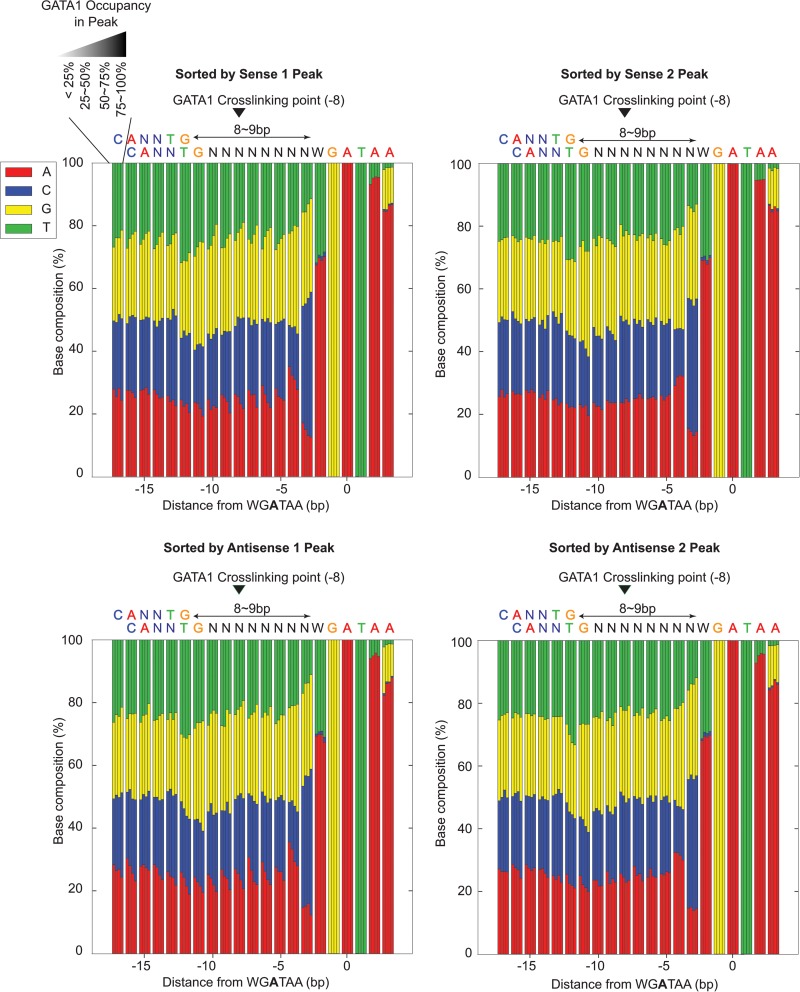
Sequence composition around cross-linking sites when sorted by GATA1 cross-linking levels in individual peaks of 4-peak patterns. Shown is the relationship of nucleotide compositions in bp −18 to +3 from the WGATAA reference point and GATA1 cross-linking levels in individual peaks of GATA1. For each position, the nucleotide compositions in low to high (left to right) cross-linking of an individual peak are shown through 4 adjacent bars.

### TG is enriched 7 or 8 bp upstream of WGATAA at GATA1- and TAL1-cooccupied locations.

We examined the DNA sequence underlying the cooccupancy by GATA1 and TAL1 at all 7,927 identified GATA1-bound WGATAA motifs. Motif locations were first grouped by whether they contained or lacked (i.e., were above or below a set threshold) TAL1 and then sorted by GATA1 occupancy (Fig. 5A). The merged tags of multiple time points (G1E-ER4 cells at 0 h, 3 h, and 24 h for GATA1 and G1E and G1E-ER4 cells at 0 h, 3 h, and 24 h for TAL1) were used to determine occupancy. Where GATA1 and TAL1 cooccupied the same location, their occupancy levels were positively correlated (*R* = 0.42), indicating that binding events are directly or indirectly linked. 

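At WGATAA sites of cooccupied GATA1 locations, TG lay 7 or 8 bp upstream in 1416 of 3185, or 44.5% (95% exact binomial interval, 42.7 to 46.2%). At GATA1-only sites it was present in 1038 of 5441, or 19.1% (18.0 to 20.1%). The odds were 3.395-fold higher at cooccupied sites (p = 2.44e-137, Fisher's exact test, two-sided). Against other distances upstream of the same sites, TG was 2.69-fold more frequent at cooccupied sites and 1.23-fold at GATA1-only sites (p = 8.72e-13 for the latter, two-sided binomial test). Among GATA1-only sites the share followed the closest TAL1 call. It was 25.7% with a TAL1 location at least 40 but under 500 bp away, 21.2% with only a TAL1 peak pair or MultiGPS call under 500 bp away, and 14.7% of 2738 sites with no TAL1 call within 500 bp, where the other distances also gave 14.7%. The split into these 3 groups was chosen after the difference from the other distances had been seen.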

A TG dinucleotide motif was enriched upstream (more 5′) of the WGATAA motif (Fig. 5A, top, green/yellow vertical stripe) in the GATA1- and TAL1-cooccupied sites, while no TG enrichment was observed in regions having subthreshold levels of TAL1 (Fig. 5A, bottom). The distance between the two closest ends of the two motifs was 7 or 8 bp (i.e., TGN_7–8_WGATAA).

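By distance, TG was most frequent 8 bp upstream of WGATAA at cooccupied sites, in 859 or 27.0%, and next 7 bp upstream, in 557 or 17.5%. At 9 bp it was present in 356, or 11.2%, and at 6 bp in 9.58%. GATA1-only sites had TG in 9.91% at 8 bp and 9.17% at 7 bp. At 7, 8 or 9 bp together, 1710 cooccupied sites had TG, or 53.7%.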

One interpretation of this TG dinucleotide is that it comprises the fifth and sixth nucleotides of an E-box (CANNTG) that has been previously linked to WGATAA motifs at TAL1-bound sites *in vivo* (7, 11, 16) and to gene activation (20). We investigated this possibility by inspecting the remaining sequences of a putative E-box configuration, where the conserved TG represented the most WGATAA-proximal side of the E-box. Indeed, matches to an E-box consensus were the most abundant (Fig. 8) but nevertheless represented a minority of all possible configurations. However, ∼50% of all locations contained an A or G (“R” in IUPAC nomenclature) at position 2 of the E-box consensus. 

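At the 1710 cooccupied sites with TG 7, 8 or 9 bp upstream of WGATAA, the 2 bases that open the E-box position were CA in 239, or 14.0% (95% exact binomial interval, 12.4 to 15.7%), which was the most frequent pair. TG followed in 10.1% and AG in 9.30%. GATA1-only sites with TG had CA in 8.96% (odds ratio 1.65, p = 1.25e-05, Fisher's exact test, two-sided). A or G stood at position 2 in 57.4% (55.0 to 59.7%) of cooccupied and 52.3% of GATA1-only sites (odds ratio 1.23, p = 0.00487, Fisher's exact test). Over the same sites, G stood there in 29.2% against 23.2%, and A in 28.1% against 29.1%.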

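By dinucleotide, AA or CA opened the E-box position in 20.6% of cooccupied sites and 16.4% of GATA1-only sites (odds ratio 1.32, p = 0.00319, Fisher's exact test, two-sided). AG, GG or TG opened it in 27.1% against 21.4% (odds ratio 1.37, p = 0.000235, Fisher's exact test). Together these 5 dinucleotides covered 47.7% (95% exact binomial interval, 45.3 to 50.1%) against 37.8%. The 3 bases before G were read as any base but C, a choice made after the counts had been seen, and with C, G or T in that place the total was 40.5% against 32.4%.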

Positions 1 and 2 may be somewhat dimorphic in being predominantly MA or BG (M = A/C and B = not C [IUPAC]).

**FIG 8:**
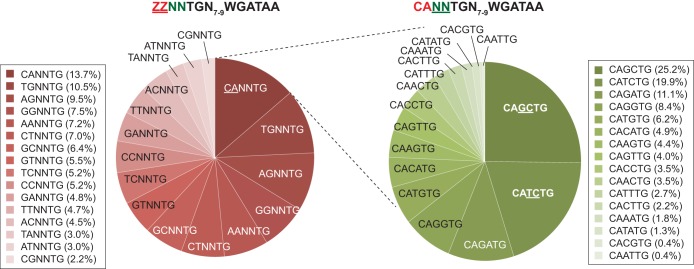
Pie chart of the nucleotide composition of the E-box portion of the composite motif (TG[N_7–8_]WGATAA). When denoting the E-box motif as ZZNNTG, binding locations were first classified by their proportions of ZZ (left). Then, the most frequent CANNTG locations were further classified by their NN contents (right).

Those with an exact match to the E-box CANNTG motif had the central 2 nucleotides as largely KC dinucleotides (K = G/T). Thus, TAL1-GATA1 genomic binding sites are predominantly (MA/BG)N_2_TGN_7–8_WGATAA, but with a bias toward CAKCTGN_7–8_WGATAA. 

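Among the 239 cooccupied sites with CANNTG, the central 2 bases were GC in 54, or 22.6%, and TC in 52, or 21.8%, so that CAKCTG made up 44.4% (95% exact binomial interval, 37.9 to 50.9%). CAGATG was next, with 10.9%, and CAGGTG had 8.37%. At GATA1-only sites with CANNTG, CAGCTG made up 15.7% and CAKCTG 22.0%. CAGCTG and CAGATG are the forms that CAGMTG covers.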

The tight positional linkage of the (MA/BG)N_2_TG motif with WGATAA and the degeneracy of the remaining sequence in relation to a consensus E-box suggest that DNA interactions at these (MA/BG)N_2_TG motifs contribute to TAL1 binding specificity (in addition to direct or indirect interactions with GATA1 bound at WGATAA).

### Structural relationship between points of TAL1/GATA1 cross-linking and DNA sequence.

We next attempted to orient and position the TAL1/E2A crystal structure (22) to the (MA/BG)N_2_TGN_7–8_WGATAA motif, as illustrated in Fig. 4B. The two primary TAL1 cross-linking points are located 21 and 13 bp upstream of the A at the WGATAA midpoint. Those cross-links flank positions 1 and 2 of NNNNTGn_7–8_WGATAA (positions 1 and 2 are underlined). Making the reasonable assumption that the TAL1 DNA binding alpha helix is what is cross-linking to DNA (22), the most likely placement of the TAL1 alpha helix is midway between its two points of cross-linking and thus within 1 bp of positions 1 and 2. Note that only a single alpha helix of TAL1 is expected to bind DNA, with the other alpha helix in the structure coming from its E2A partner. If this interpretation is correct, then in the context of GATA1, the occurrence of MA or BG dinucleotides at the site of TAL1/DNA contact (positions 1 and 2) supports the crystallographic model in which TAL1 makes fewer overall contacts with DNA than other bHLH proteins (22). In fact, only a single amino acid (E196) makes base-specific contact, which occurs at N-4 of C (in CANNTG). Where A occurs in place of C at position 1, we speculate that N-6 of A might provide the hydrogen bond contact in place of N-4 of C. How BG dinucleotides are accommodated is less obvious.

Given the placement of TAL1 at positions 1 and 2, we suggest its E2A partner contacts the TG dinucleotide (i.e., its complement, CA) at positions 5 and 6 (22, 42) and thus positionally closer to GATA1 along the DNA. This interpretation would place the TAL1/E2A heterodimer in a single predominant orientation (with TAL1 being distal) with respect to GATA1/WGATAA, in addition to being located primarily upstream of WGATAA (i.e., essentially as oriented in the structural model in Fig. 4B).

A second, alternative interpretation of the double peak pairs generated by TAL1 is that one peak pair is from TAL1 and the other is from its partner, in which the heterodimer is directionally oriented relative to the motif (i.e., bound on the 5′ versus the 3′ side of the motif DNA sequence). We deem this to be a more complex and less likely scenario, since cross-linking detection would require that TAL1 cross-link to its partner and that its partner cross-link to DNA. Due to the inherent inefficiency of cross-linking, this is expected to be a low-frequency situation. A third possibility is that TAL1 and its partner can bind in both the forward and reverse orientations. If the heterodimer were binding in both orientations, then in a population of molecules, the cross-linking points should be equidistant and symmetrical from the E-box midpoint. However, that was not observed. Therefore, we favor a model in which TAL1 and its partner have a directional orientation upstream of GATA1 binding, where TAL1 is the more distal partner, and thus, its binding is not being specified directly by the TG motif.

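At cooccupied sites with TG 7 or 8 bp upstream of WGATAA, 912 of the 1270 TAL1 peak pairs within 15 bp of the E-box midpoint lay on its upstream side, away from GATA1. This is 71.8% (95% exact binomial interval, 69.2 to 74.3%; p = 4.26e-56, two-sided binomial test against equal sides), and the median pair was at -2.5 bp from the midpoint. At sites with the full CANNTG it was 139 of 190, or 73.2% (66.3 to 79.3%). At cooccupied sites without TG at this distance, TAL1 pairs were less one-sided about WGATAA, with 55.9% on the left against 60.98% with TG (odds ratio 1.23, p = 0.000688, Fisher's exact test, two-sided). Their smoothed maximum was at -19 bp from WGATAA without TG and at -15 bp with it, and this difference was not tested. From the lack of symmetry about the E-box midpoint, the paper favors a model in which the heterodimer has one orientation, with TAL1 distal to GATA1. The test against equal sides cannot decide this. The downstream side runs toward WGATAA, where TAL1 pairs at cooccupied sites were fewest, at 38.4 per bp. Sites without TG also had their maximum far upstream, so an excess of pairs on that side does not depend on orientation at an E-box. Pairs at one location are not independent, and both tests treat them as if they were.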

### ChIP-exo versus ChIP-seq in location detection.

We compared ChIP-exo to a previously existing set of ChIP-seq locations (15) performed in the same cell system, with the intention of understanding why some locations were called by one method and not by the other. For ChIP-exo, we used the set of locations defined by the intersection of peak pairing and MultiGPS (filtered to be >2-fold over background; *q* value < 0.05). This high stringency gives stronger confidence in the peak calls, but at the cost of some false negatives. The sets of ChIP-exo and ChIP-seq locations showed substantial overlap (Fig. 9A), as expected, since ChIP-exo is essentially a refined version of ChIP-seq. A high percentage (50 to 72%) of ChIP-exo locations that did not overlap contained WGATAA motifs (motif *P* value < 10^−3^) <40 bp away, some of which are likely to be false negatives. This compares with 75 to 84% of ChIP-seq/ChIP-exo intersects having a motif. About half of all ChIP-seq locations that did not overlap ChIP-exo were deemed to be enriched with false negatives by the same criteria. Taken at face value, the nonoverlapping locations (outersects) may be binding events detectable in only one assay. Alternatively, thresholding of the data may result in a set of locations being marginally above a threshold in one assay and marginally below a threshold in the other assay.

**FIG 9:**
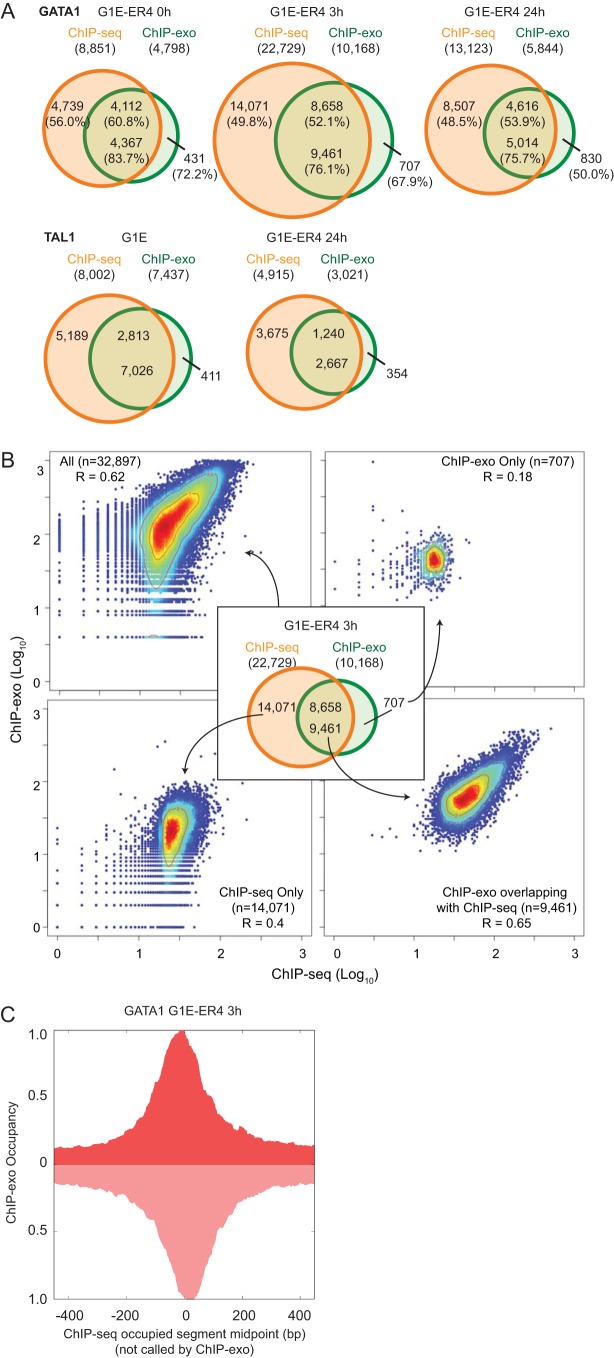
ChIP-exo versus ChIP-seq in location detection. (A) Venn diagram showing overlap of ChIP-exo and ChIP-seq binding locations for GATA1 (G1E-ER4 cells at 0 h, 3 h, and 24 h) and TAL1 (G1E and G1E-ER4 cells at 24 h). The upper numbers correspond to the number of ChIP-seq binding intervals that overlapped with at least one ChIP-exo peak pair location (window size = 80 bp), while the number below is the number of ChIP-exo peak pair locations overlapping with ChIP-seq intervals. The percentages in parentheses are the percentages of locations containing a WGATAA motif <40 bp from the ChIP-exo or ChIP-seq location. (B) Scatter plots with Spearman's correlation coefficient of log_10_-transformed ChIP-exo and ChIP-seq tag counts (window size = 400 bp) around all binding locations of ChIP-exo and ChIP-seq at GATA1 and G1E-ER4 cells at 3 h. The red to blue colors indicate the high to low densities of data points in the scatter plot. Similar results were obtained for the other time point data sets (not shown). (C) Composite distribution of G1E-ER4 3-h cell ChIP-exo reads (smoothing = 20 bp) around occupied segments detected only by ChIP-seq (*n* = 14,071). Similar results were obtained for other time points.

We tested this by directly comparing occupancy levels between the two assays. A scatter plot comparison of occupancy levels from ChIP-seq versus ChIP-exo showed that they were well correlated (Spearman *R*, ∼0.65) (Fig. 9B) when both assays identified GATA1 locations. The correlation dropped to 0.4 when locations were identified only by ChIP-seq. Locations identified by only one assay typically had low occupancy in both assays. Therefore, the lack of a call in the ChIP-exo assay is more likely due to differences in stringency thresholding between the two assays rather than a qualitative distinction between the ChIP-seq and ChIP-exo assays.

To further address the ChIP-exo/ChIP-seq correspondence of the outersects, we examined the ChIP-exo GATA1 tag distributions around the midpoints of occupied segments bound only by ChIP-seq. On average, the ChIP-exo peak pairs were centered on the ChIP-seq-only midpoint locations (Fig. 9C), demonstrating that they were indeed reporting on similar locations despite being below the detection threshold.

Taken together, many of the locations called in only one of the two assays likely reflect a substantial amount of real but low-occupancy binding events. While such events can be captured, they will also have a higher false-positive rate. The primary difference between called locations in the two assays lies in the level of false discovery (the sum total of false positives and negatives), defined by assay-specific location-calling thresholds. While the use of thresholds adds confidence to location calling by reducing false positives, it comes at the price of creating false negatives.

### Dynamics of GATA1 and TAL1 binding during erythroid development.

The erythroid developmental program has already been well described based on ChIP-seq. Since the ChIP-exo data we obtained substantially overlapped the ChIP-seq locations, we fully expect that linked genes would also be involved in various erythroid pathways. To confirm this, we examined the changes in GATA1 binding 0, 3, and 24 h after GATA1 activation. The set of ∼10,000 GATA1 binding locations were classified by their differential occupancies between various induced differentiation time points (3 versus 0 h, 24 versus 0 h, and 24 versus 3 h) (Fig. 10A). Six kinetic classes were produced by *k*-means clustering, which were grouped into increased (clusters 1 and 2), unchanged (clusters 3 and 4), and decreased (clusters 5 and 6) GATA1 occupancy. Since GATA1 was ectopically induced, we assume that its total level of genome-wide binding would either increase or stay approximately the same. We normalized the total of all occupancy levels at each time point to be constant across the time points. Therefore, an apparent relative “decrease” in GATA1 occupancy upon GATA1 induction may actually reflect less of an increase than other locations. In general, the kinetic patterns of TAL1 occupancy were similar to those of GATA1, as expected when binding as a complex (Fig. 10A, right). We note that prior to induction (0 h), GATA1 is in both the cytoplasm and the nucleus (42) and thus has a significant level of binding genome-wide. This preactivation state is insufficient to promote differentiation, and it may be inactive until released by estradiol.

**FIG 10:**
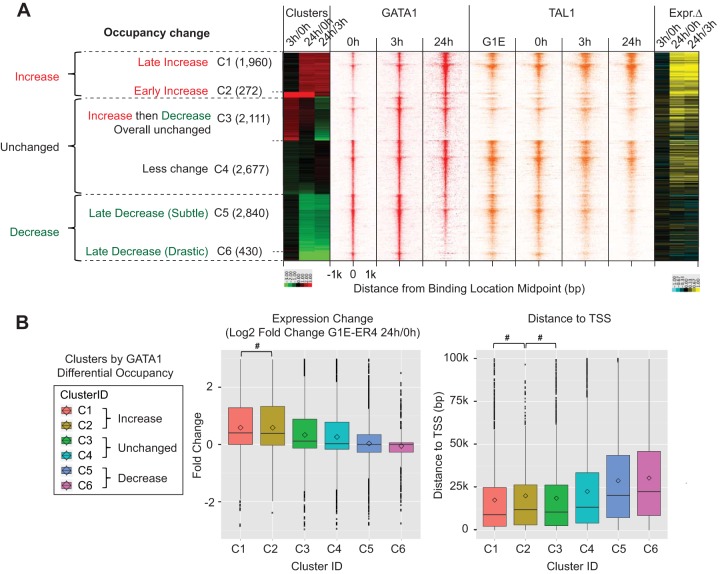
Dynamics of GATA1 and TAL1 binding during erythroid development. (A) (Left) Heat map of GATA1 and TAL1 total-tag-count-normalized tags (strand merged) plotted around GATA1 binding locations, which were clustered by differential occupancy of GATA1 between time points. Differential occupancies between time points (G1E-ER4 cells at 3 h/0 h, 24 h/0 h, and 24 h/3 h) were determined as the log_2_-fold change in the ratio of GATA1 tags over the input control between time points using EdgeR and MultiGPS. (Right) For each binding location, a heat map of log_2_-fold expression change (Expr. Δ) of the closest gene between G1E-ER4 cells at 3 h/0 h, 24 h/0 h, and 24 h/3 h is shown, where increased, unchanged, and decreased expression are depicted as yellow, black, and blue, respectively. (B) Box plot of expression change (G1E-ER4 cells at 24 h/0 h) (left) and distance to the closest transcription start site (right). Differences that were insignificant (*P* > 0.05) after examining the differences among pairwise combinations of all clusters, using a Mann-Whitney test, are indicated (#).

The closest annotated mouse gene was assigned to each GATA1 binding location to examine the effects of GATA1 and TAL1 binding on gene expression. These locations were largely associated with genes involved in blood cell development and maintenance, as previously determined (references 35 and 42 and data not shown). 

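Within 10 kb of the gene, GATA1 binding locations were present at all 11 genes of heme synthesis, at 8 of 9 genes of iron uptake and storage, and at 16 of 18 genes of the red cell membrane and skeleton. They were also at 14 of 16 erythroid transcription factor genes, at 11 of 12 genes of growth factor receptors, survival and cell cycle, and at 7 of 12 megakaryocyte genes. Of genes outside each list, 23.9% had one. Zfpm1 had 19 GATA1 and 37 TAL1 locations, Spnb1 9 and 26, Bcl2l1, which protects erythroblasts from cell death, 10 and 21, and Cbfa2t3 5 and 23. Cpox and Fech, enzymes of heme synthesis, had 5 and 13, and 5 and 12. The adult beta-globin gene Hbb-b2 had 3 and 8.

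By Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 10 lists, the adjusted p for GATA1 was 4.78e-07 for heme synthesis, 0.00015 for iron, 1.02e-07 for the membrane and 0.0183 for megakaryocyte genes. Globin genes, with 5 of 9, did not pass (adjusted p = 0.0582, Fisher's exact test), though they did against random genes of the same length (adjusted p = 0.00283, permutation test), a comparison added after the lists had been tested. Of the 5, Hbb-b2, Hbb-b1, Hbb-bh1 and Hbb-y are neighbors on chromosome 7, and both tests treat them as independent. Control lists had 0 of 12 liver, 2 of 12 neuron and 2 of 12 T cell genes with a GATA1 location, and none passed. Pooled, 82.8% of the blood genes had one (95% exact binomial interval, 73.2 to 90.02%), against 11.1% of the control genes (3.11 to 26.1%; odds ratio 38.4, p = 6.38e-14). TAL1 locations were at 11 of 11 heme, 16 of 18 membrane, 14 of 16 transcription factor, 10 of 12 growth and survival, 8 of 12 megakaryocyte and 4 of 9 globin genes, and at 1 of 12 liver, 2 of 12 neuron and 1 of 12 T cell genes. Pooled, 78.2% of blood genes and 11.1% of control genes had one (odds ratio 28.6, p = 3.33e-12, Fisher's exact test), and of the blood lists only the globin genes did not pass (adjusted p = 0.149, or 0.0118 against genes of the same length). TAL1 at iron genes, with 5 of 9, had an adjusted p of 0.0426, of 0.0702 when every annotation entry of a repeated gene name was counted, and of 0.101 against genes of the same length. These 2 settings were added after the results had been seen, as was the use of a single entry per gene name.

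Some calls changed with the distance. Megakaryocyte genes did not pass for GATA1 within 1 kb (adjusted p = 0.0554, Fisher's exact test) or 50 kb (0.202). Globin genes did not pass within 1 kb (0.782 for GATA1 and 0.532 for TAL1) but did within 50 kb, where all 9 had a location of each factor (0.000938 and 0.000695). Hbb-b2, Hbb-b1, Hbb-bh1 and Hbb-y lie together on chromosome 7, between 110961038 and 111001754. Within 50 kb they can share locations, so the 9 genes are not independent, as the test assumes. Iron genes passed for TAL1 within 1 kb (0.0073) and not within 50 kb (0.0510). The other blood lists passed for both factors at each of the 3 distances, and no control list did.

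**Figure D4:**
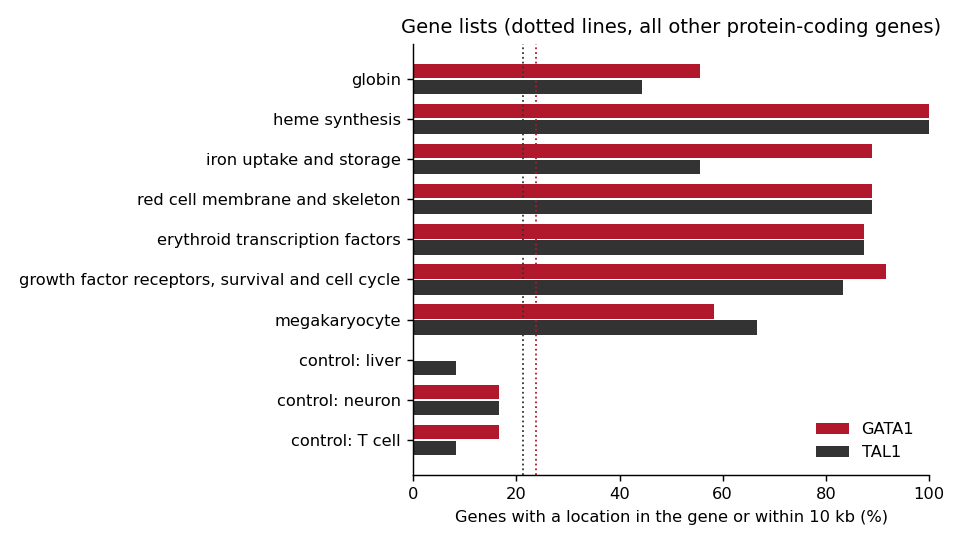
Percentage of genes in each list with a GATA1 or TAL1 binding location in the gene or within 10 kb (horizontal axis), by gene list (vertical axis), with dotted lines for all other genes. Heme synthesis reaches 100% for both factors, and the control lists stay at or below 16.7%.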

The binding locations with the greatest increase in GATA1 occupancy displayed the greatest increase in gene expression of the nearest gene in response to GATA1 activation (15) (Fig. 10B, clusters 1 and 2). GATA1 was closer to their TSS on average than the average of all other genes linked to a GATA1 location that did not experience the same relative increase in GATA1 occupancy (i.e., clusters 3 to 6). Therefore, where GATA1 occupancy differentially increases near a TSS, its gene may be activated during erythroid differentiation.

## DISCUSSION

In this study, we determined the genome-wide positional organization of GATA1 and TAL1 at nearly single-base-pair resolution using ChIP-exo. Comparison of location calling using peak pairing versus MultiGPS revealed that they largely call the same locations. Peak pairing picks up low-complexity binding locations that are missed by MultiGPS, whereas MultiGPS picks up locations where tags are missing on one strand (likely due to molecule-specific biases arising during sample preparation and library construction). These are missed by peak pairing. Often the biggest differences in called locations are due to differences in data thresholding (tag counts and patterning). A large fraction of locations typically fall near the threshold, and thus, small differences in thresholding can create an appearance of incongruence between location-calling methods. We similarly compared ChIP-exo to ChIP-seq and found them to be highly similar, with the main differences attributable to differences in false-discovery rates and thresholding.

We identified about 10,000 GATA1-bound WGATAA sites in mouse G1E cells containing ectopically expressed GATA1 and about 15,000 TAL1 locations. About 3,000 of these locations correspond to TAL1/GATA1 complexes bound to a WGATAA motif having a TG dinucleotide enriched 7 or 8 bp upstream. TAL1, and presumably its E2A partner, bind stereospecifically to GATA1-bound DNA. Our assessment of the cross-linking pattern leads us to propose that TAL1 contacts DNA more distally upstream of WGATAA than E2A. We also found evidence of TAL1 being in close proximity to DNA on the downstream side of GATA1, but the structural basis for this is unknown.

The structural model proposed here gives a basis for mechanistic hypotheses about the many functions of TAL1 and GATA1. TAL1 plays essential roles at multiple stages of hematopoiesis, including specification of hematopoietic cell lineages and prevention of ectopic cardiogenesis in the multipotent cardiovascular endoderm (43), establishment of early hematopoietic stem and progenitor cells (44–46), and differentiation to produce erythroid cells and several myeloid cells (47). These pleiotropic effects are accomplished by dynamic changes in the genome-wide binding profiles of TAL1 during differentiation, leading to TAL1 occupancy at regulatory regions distinctive of each cell type (7, 24, 33, 48–51). These large-scale changes in TAL1 occupancy during differentiation appear to be driven, at least in part, by TAL1 binding, together with a GATA factor, which provides a major component of the sequence specificity (7, 24, 51). Our structural model for sites of cooccupancy shows sequence-specific interaction of GATA1 zinc fingers with the binding site motif, WGATAA, and the E2A heterodimeric partner of TAL1 binding to a partial E-box. However, the interaction of TAL1 with DNA does not show detectable sequence specificity. By assuming a similar structure for TAL1 cobound with other GATA factors (e.g., GATA2 in hematopoietic stem and progenitor cells and GATA4 in multipotent endoderm), one can envision a mechanism whereby TAL1 binds specifically to a distinct set of regulatory regions in different cell types. The model suggests that TAL1 is not guided primarily by binding its preferred binding site in solution (an E-box) but rather is guided by its interaction with a GATA factor that is strongly bound to its DNA binding site motif. Thus, the cell-type-specific binding by a series of paralogous GATA factors could be a major determinant of the cell-specific binding profiles for GATA1. These sites of cooccupancy by GATA factors and TAL1 are strongly associated with gene induction (12, 50, 51), a result that is recapitulated by our high-resolution mapping here. Multiple mechanisms of GATA1-dependent repression have been proposed, each applying to a different subset of genes (8, 10). During the specification of hematopoietic versus cardiac cell fates in mesodermal cells, TAL1 not only activated genes needed for hematopoiesis, but prevented the retention of active chromatin marks at enhancers needed for the cardiac lineage (51). Our structural model suggests possible explanations for the different effects of TAL1. In the presence of a GATA factor, a structure with TAL1-E2A bound upstream from GATA may serve as a platform for recruitment of activators and coactivators in induction. Once the GATA factor is no longer present, the remaining TAL1 may assume a different position or conformation that interferes with the recruitment of positive regulators, leading to loss of induction.

The high resolution of ChIP-exo allowed us to identify DNA segments bound by multiple molecules of GATA1 or TAL1 in a cluster. These clusters were not resolved by ChIP-seq. The clusters of homotypic binding represent a small but significant subset of all the bound locations. The significance of this is unclear, although it might reflect constraints imposed by higher-order structures that involve multiple copies of GATA1 and TAL1. Our analyses did not identify major functional distinctions between clustered and nonclustered locations, apart from the former being more highly expressed on average. Nonetheless, G1E differentiation along the hematopoietic lineage upon ectopic activation of GATA1 is linked to a substantial increase in GATA1/TAL1 binding to about 3,000 sites genome-wide.

## Supplementary Material

Supplemental material

# Supplementary material for: Genome-Wide Organization of GATA1 and TAL1 Determined at High Resolution
**Source:** Mol Cell Biol. 2015 Dec 18;36(1):157–72. doi: 10.1128/MCB.00806-15
**Supplement:** Supplemental material

Supplemental material 

# Genome-wide organization of GATA1 and TAL1 determined at high resolution

## Supplemental material

- Supplemental file 1 -

  Table S1 (Sequencing read counts)

  XLSX, 50K
- Supplemental file 2 -

  Table S2 (Final GATA1 binding locations)

  XLSX, 1.4M

How the deposited data were processed for this re-analysis (not part of the article)

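GATA1 and TAL1 binding was measured by ChIP-exo in mouse G1E and G1E-ER4 cells, and the location lists of each factor were analysed. The lists were peak pairs, MultiGPS locations and the final locations of each factor. By the paper's text the GATA1 lists pool 9 libraries of G1E-ER4 cells at 0, 3 and 24 h, while the sample labels link the GATA1 library of G1E cells to them as well. The TAL1 lists pool 15 libraries of G1E cells and of G1E-ER4 cells at the same times. Each entry is a single base position in mm9, and the lists hold no score, tag count or replicate. The authors aligned the reads with Bowtie 1.00 or with BWA 0.6.2 and 0.7.9a, after base calling with CASAVA 1.7 and bcl2fastq 2.15, and kept uniquely mapped reads. They merged replicates, left out blacklisted regions when calling, paired the peaks that GeneTrack called on opposite strands, and kept calls more than 2-fold over input at a q value under 0.05. Positions were checked against the chromosome lengths of mm9, and all 20 chromosomes were within them. The read counts of Table S1 are the paper's and enter no value computed from the lists.

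A MultiGPS location was counted as shared with peak pairing at a distance of at most 100 bp, locations under 500 bp apart formed a homotypic cluster, and GATA1 and TAL1 locations under 40 bp apart were cooccupied. Overlaps were tested by 1000 circular shifts along each chromosome and by 1000 shifts of 1 to 10 kb, and clusters by 1000 random placements of as many locations on each chromosome. Shares have exact binomial intervals at 95%. A weight matrix 8 bp wide was learned by expectation maximization, in 30 iterations with a pseudocount of 1, from windows of 81 bp around 500 GATA1 locations drawn at random. Its score threshold was the exact one for p = 0.001 with equal base frequencies. The learned matrix has the form of WGATAA with 1 base on either side, and the site with the highest score within 40 bp of the location was used. Windows moved by 1 kb gave the background. Distances to TG were counted from the near end of WGATAA, and its background was the mean share per distance over 0 to 30 bp upstream, without 6 to 10 bp, for as many distances. Peak pair profiles were smoothed over 5 bp, and their maxima were resampled over locations 1000 times.

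Genes were the protein-coding genes of the GENCODE annotation for mm9, with 22208 gene names and 45809 transcription start sites. Where a name had several entries, which held for 136 names among 22350 entries, the longest was used. A gene had a location if one lay in its body or within 10 kb. The 7 blood lists had 87 genes in the annotation and the 3 control lists had 36, and 1 listed gene, Ahsp, was not in it. Fisher's exact tests were two-sided and adjusted over the 10 lists by the Benjamini-Hochberg method. The definitions, tests, gene lists and most alternatives were fixed before the data were examined. Most of those added later are named as such with their values. Also added later were merged peak pairs at final locations, with 63.3% of GATA1 and 83.5% of TAL1 pairs in clusters. With cooccupancy at most 40 bp, added later too, the odds of TG were 3.40-fold higher at cooccupied than at GATA1-only sites. The genes named are Tmem131, up to 4 genes per list with the most locations, the 5 genes closest to the most locations of each factor with any tied for the last place, and the 3 largest clusters of each factor, with any further gene said to be picked out later. The regions of Fig. 1 and Fig. 2C are named as well.

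The counting was tested on simulated data. With 30% of GATA1 locations placed beside TAL1, 30.0% were found, and with none, 0.0389% (permutation p = 0.706). With 20% placed in clusters, 20.3% were found, and with none, 0.525%. WGATAA planted at 80% of random sequences was found at 82.6%, and with none planted at 14.5%. TG planted at 40% beside chance was found at 47.6%, against 12% with none. Of 1000 random gene lists, 4.5% had a p under 0.05.

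Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. Tag profiles, occupancy, ChIP-seq locations, gene expression and the time classes of Fig. 10 were left out, since the location lists do not hold them. The GATA1 library of G1E cells was used on its own only for its depth, and whether it entered the GATA1 lists is not known. The copy of Table S2 was cut short and was not used.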

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

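Of the tests given here, those that merge locations under 100 bp apart and that leave out neighboring final locations were set before their results were seen. The tests by thinning, on single locations and on TG without TAL1 calls were chosen after. The clustered shares of merged peak pairs were planned, but their use as a test of the placing by MultiGPS was chosen after they had been seen.

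The fifth TAL1 library of G1E-ER4 cells at 0 h had 14363908 reads in Table S1 of the paper, far from the other libraries of its group, which had 660045 to 3307412. Only the 2 groups of 4 and 5 libraries were tested for such a sample, and chance sets 1 in about 20 groups apart in this way. The groups of 3 were not tested. In these, the first GATA1 libraries at 0, 3 and 24 h had 4360209, 5500092 and 21844285 reads. The others had 15651119 to 16554432, 18581787 to 19169197 and 4542129 to 5310437. The location lists pool all libraries, so values without any of these libraries could not be computed.

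TAL1 peak pairs at no MultiGPS location had a WGATAA site in 24.7%, against 17.1% of windows moved by 1 kb, a signal in calls for which the paper shows an example in Fig. 2C but gives shares with the motif for GATA1 only.

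TAL1 locations of MultiGPS alone had a WGATAA site in 60.3%, against 15.9% of moved windows, which is a signal in locations whose share with the motif the paper does not report, and about the same as the 60.3% of the final TAL1 locations (odds ratio 0.999). With the matrix at p = 0.0001 the final locations were above them, at 20.5% against 18.1% (odds ratio 1.16, p = 0.00761, Fisher's exact test). The 2 factors also differed from each other. The odds of a site, in the final list over MultiGPS alone, were 2.61-fold higher for GATA1 than for TAL1 (z = 14.2 for the ratio of the odds ratios). Sites that belong to a neighboring final location do not account for the equal shares of TAL1, since MultiGPS-only TAL1 locations with no final location within 500 bp had a site in 64.7%. Final TAL1 locations in clusters without a site of their own may account for the equal shares, because single final TAL1 locations had a site in 73.9%, above the MultiGPS-only ones, while clustered ones had it in 52.8%. They do not account for all of the difference between the factors. With single final locations and MultiGPS-only ones with no final location within 500 bp, the odds ratio was 2.73 for GATA1 and 1.54 for TAL1, a ratio of 1.77 (95% interval, 1.52 to 2.06). No biological explanation was tested.

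TAL1 locations lay in homotypic clusters 4.70 times as often as GATA1 locations. The larger number of TAL1 locations does not account for it, since 56.8% of TAL1 locations were in clusters after thinning to the number of GATA1 locations. TAL1 calls under 100 bp apart do not account for all of it either, as the ratio of the shares was 3.60 with such locations merged in both lists. The placing of locations by MultiGPS stays open. The ratio was 1.31 in merged peak pairs, which were called without it, but this decides nothing, since 86.0% of the GATA1 pair clusters that held a final location held only 1, so that several pairs of one location count as a cluster. A difference in how the factors bind stays open and untested.

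TG 7 or 8 bp upstream of WGATAA was 1.23-fold above other distances at GATA1-only sites. A general base composition upstream of GATA1-bound sites does not account for it, since the fold was 0.995 at sites with no TAL1 call within 500 bp. TAL1 bound farther away or below the standard of the final list may account for it, as TG was present in 14.7% of the sites with no TAL1 call, the share of the other distances. Tag counts, which would show TAL1 below any call, were not analysed here.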

How the results depend on the processing

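Of 112 comparisons of 38 results with an alternative setting, 89 were planned and 23 were added after the data had been seen. The 89 include settings for the opening dinucleotides, whose main reading was itself chosen after the counts had been seen. Of the 112, 104 gave the same direction on the same side of the threshold, or a value or count within the range set for it. The share of peak pairs with a neighbor under 20 bp moved to 26.0% for GATA1 and 30.3% for TAL1 with under 40 bp. Cooccupied locations moved to 2268 for GATA1 and 2373 for TAL1 under 20 bp, and to 7291 for TAL1 under 100 bp. These 5 moves follow from the distance itself, which admits fewer or more neighbors. The odds of cooccupancy in GATA1 clusters weakened to 1.13 with clusters under 1000 bp, with p = 0.0806 by permutation over clusters, the test that decided it, and 0.0134 by Fisher's exact test, and the cause was not tested. The odds of WGATAA in final TAL1 locations over MultiGPS alone were 0.999 (p = 0.982, Fisher's exact test), with no clear direction, and crossed to the other side of 1 in 2 settings, at 1.05 with the exact string (p = 0.284) and at 1.16 (p = 0.00761) with the matrix at p = 0.0001, where they passed the threshold. The cause was not tested. Counting every annotation entry left 5 of the 7 blood lists past the threshold for TAL1, where 6 had passed, with the list of iron genes no longer among them.

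A stricter score or q value was not run, since the lists hold none. Leaving out each replicate in turn and replicate number as a block were not run, since the lists hold no values per replicate. No paired analysis was possible because the lists pool all libraries of a factor. Depth per location is unknown, so absence from a list does not show that a site is unbound. TAL1 calls outside the final list lay under 40 bp from 12.9% of GATA1-only locations. The merged reads were 111513687 for GATA1 and 74289079 for TAL1 in Table S1 of the paper, and no share was adjusted for this.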

Differences from the paper's values

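The settings with distances of at most 40 and at most 500 bp were chosen after the values had been seen. Of 28 values of the paper that were compared, 2 differed by the rule of more than 1.5-fold. Positions of peak pairs were not among them.

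The paper's abstract links 75% (the paper's value, given there in words) of the cooccupied locations to a partial E-box 7 or 8 bp upstream of WGATAA. TG, taken as the partial E-box, was found there at 44.5% of cooccupied WGATAA sites, or at 38.4% of all 3697 cooccupied locations. Of the alternatives set before the data were examined, TG at 7, 8 or 9 bp came within 1.5-fold at 53.7% of the sites, though not of the locations, at 46.4%. The exact string (44.0%) and cooccupancy under 20 bp (46.5%) or under 100 bp (40.9%) did not. The share per location was computed after the values had been seen. The count in the paper's methods, TG at 7 to 9 bp in 1650 of 2997 cooccupied sites, is close to the 1710 of 3185 found here.

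In the Tmem131 intron the paper shows about 30 WGATAA sites in Fig. 1, read by eye, and 13 were found here with the weight matrix at p = 0.001. Both alternatives set before the data were examined also differ from the paper's number, as the exact string gave 6 sites and the matrix at p = 0.0001 gave 2.

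Some counts were close to the paper's and met them exactly under another reading of the distance. The paper gives 1414 GATA1 locations in 663 clusters and 9796 TAL1 locations in 2905 clusters, and 1409 in 661 and 9794 in 2906 were found under 500 bp. At most 500 bp, a setting chosen after seeing the values, gave 1414 in 663 and 9796 in 2905. The paper gives 3736 and 4245 cooccupied locations, and 3697 and 4179 were found under 40 bp, while at most 40 bp, also chosen after seeing the values, gave 3736 and 4245.

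The paper describes neighboring peak pairs as frequently lying within 20 bp, and 5.72% of GATA1 and 7.16% of TAL1 pairs had a neighbor so close, or 10.8% and 12.0% of the gaps between pairs at one location. With under 40 bp the shares of pairs were 26.0% and 30.3%.

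The paper reads peak pair positions of both factors from tag ends, whereas those here are midpoints of called pairs, so the values are not of the same kind. The paper places the GATA1 peak pairs closer together than the maxima found here. The midpoints of GATA1 pairs had smoothed maxima at -8 bp and at +15 bp (9 to 18 bp in the bootstraps). The downstream rise was nearly flat, with 140.2 pairs per bp at +9 bp and 143.8 at +15 bp, so its position is only loosely set. The paper places a pair of separate TAL1 peak pairs upstream of WGATAA. Pair midpoints from the lists formed a single rise there with its maximum at -16 bp, while TAL1 locations of MultiGPS were most frequent at -21 bp, 1 of the positions the paper gives. The methods of the paper count pairs within 40 bp at separate time points as one location, and the sources used here do not say how its midpoint was set.

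The paper reports no enrichment of TG at sites with low TAL1. The paper separated the sites by TAL1 tag counts. Here GATA1-only sites are those without a final TAL1 location under 40 bp away, so the groups are not the same. At GATA1-only sites TG was present in 19.1%, which is 1.23-fold above other distances. It was 0.995-fold at sites with no TAL1 call within 500 bp, a setting chosen after seeing the values.

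The paper calls its 2 classes of opening dinucleotides predominant. They covered 47.7% of cooccupied sites with the letter code as the paper explains it and 40.5% with the IUPAC code, both read this way after the values had been seen, and in each case more than at GATA1-only sites.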

Other observations

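The test of GATA1 repeats was set before its result was seen, and that of TG spacing after.

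Cooccupied GATA1 locations lay farther from transcription start sites than GATA1-only locations. Their median distance to the closest start site was 15972 bp against 12137 bp, a difference of 3835 bp (95% bootstrap interval, 2545 to 4941 bp; permutation p = 1e-05, two-sided, the smallest that 100000 resamples can give). Within 1 kb of a start site lay 6.90% of cooccupied and 12.3% of GATA1-only locations. With the MultiGPS lists of both factors the difference was 3667 bp.

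Among genes of the red cell membrane, Gypc, the gene for glycophorin C, had 19 TAL1 locations within 10 kb, and Epb4.1, the gene for protein 4.1, had 11. Pf4 and Ppbp, neighboring megakaryocyte genes for platelet chemokines, each had 8 TAL1 and 3 GATA1 locations within 10 kb. Kit, the receptor for stem cell factor, had 7 GATA1 and 11 TAL1 locations, and the transcription factor genes Foxo3 and Nfe2 had 9 and 12, and 4 and 12. The share of clusters with at least one WGATAA site was 95.8% for GATA1 and 92.1% for TAL1, but a site for every location was present in 57.3% of GATA1 and 15.8% of TAL1 clusters, which held a mean of 1.54 sites and 3.37 locations for TAL1.

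The largest GATA1 cluster lies in a GATG repeat with 13 WGATAA sites, and 2.77% of clustered GATA1 locations were in repeats of a 4-bp unit, against 1.05% of single ones (odds ratio 2.69, p = 2.25e-06, Fisher's exact test, two-sided). A hypothesis was that GATA1 clusters arise from such repeats. Without the 132 GATA1 locations in repeats the clustered share was 13.4%, so repeats may account for the largest cluster but not for clustering in general.

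If TAL1 cross-links followed the TG and not WGATAA, TAL1 pairs would lie 1 bp closer to WGATAA where TG is 7 bp away than where it is 8 bp away. The mean position was -17.1 bp at 448 sites and -17.4 bp at 722 sites, a difference of 0.278 bp (95% bootstrap interval, -0.344 to 0.923 bp). The median pair was at -16 bp with TG 7 bp away and at -17 bp with TG 8 bp away. Pairs spread evenly over the stretch do not move with TG, so with the density of the upstream flank the mean would shift by 0.426 bp and not by 1 bp. The interval holds both this value and 0, so the 2 cases cannot be told apart with these counts.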
